# Cytoskeletal control in adult microglia is essential to restore neurodevelopmental synaptic and cognitive deficits

**DOI:** 10.1126/sciadv.adw0128

**Published:** 2025-08-29

**Authors:** Sofie Kessels, Chloë Trippaers, Melanie Mertens, Ibrahim Hamad, Ben Rombaut, Art Janssen, Keerthana Ramanathan, Sam Duwé, Adelaïde M. Gharghani, Rune Theuwis, Amber Delbroek, Tim Vangansewinkel, Lisa Berden, Jolien Beeken, Patrick Vandormael, Suresh Poovathingal, Thomas Voets, Markus Kleinewietfeld, Laurent Nguyen, Jack P. Antel, Luke M. Healy, Sally A. Cowley, Koko Ishizuka, Jean-Michel Rigo, Jelle Hendrix, Tim Vanmierlo, Ilse Dewachter, Yeranddy A. Alpizar, Akira Sawa, Bert Brône

## Abstract

Synaptic dysfunction is a hallmark of neurodevelopmental disorders (NDDs), often linked to genes involved in cytoskeletal regulation. While the role of these genes has been extensively studied in neurons, microglial functions such as phagocytosis are also dependent on cytoskeletal dynamics. We demonstrate that disturbance of actin cytoskeletal regulation in microglia, modeled by genetically impairing the scaffold protein Disrupted-in-Schizophrenia 1 (DISC1), which integrates actin-binding proteins, causes a shift in actin regulatory balance favoring filopodial versus lamellipodial actin organization. The resulting microglia-specific dysregulation of actin dynamics leads to excessive uptake of synaptic proteins. Genetically engineered DISC1-deficient mice show diminished hippocampal excitatory transmission and associated spatial memory deficits. Reintroducing wild-type microglia-like cells via bone marrow transplantation in adult DISC1-deficient mice restores the synaptic function of neurons and rescues cognitive performance. These findings reveal a pivotal role for microglial actin cytoskeletal remodeling in preserving synaptic integrity and cognitive health. Targeting microglial cytoskeletal dynamics may effectively address cognitive impairments associated with NDDs, even in adulthood.

## INTRODUCTION

Atypical brain development and synaptic dysfunction are hallmark features of neurodevelopmental disorders (NDDs), leading to substantial disruptions in adult brain connectivity that manifest as cognitive impairments, behavioral abnormalities, and neuropsychiatric symptoms (*1*, *2*). The genetic risk factors underlying NDDs often involve mutations in genes encoding cytoskeletal proteins. These proteins have predominantly been studied in neurons, where they are essential for maintaining structural integrity, facilitating intracellular transport, and supporting synaptic function (*3*–*16*). However, their role extends beyond neurons, in particular, playing a critical role in microglia—the brain’s resident immune cells and phagocytes.

Microglia are increasingly recognized as key regulators of neurodevelopment, actively participating in processes such as neuronal survival, synapse formation, and synaptic elimination, which are essential for establishing proper neural circuits (*9*, *17*). Microglia efficiently survey their environment, migrate to sites of injury, and engulf and degrade cellular debris and excess synapses through phagocytosis (*18*, *19*). Despite the critical importance of these processes, the molecular mechanisms that govern cytoskeletal dynamics in microglia, particularly in the context of NDDs, remain poorly understood.

In this study, we seek to address this gap by investigating the role of cytoskeletal dynamics in microglia, with a particular focus on their involvement in synapse elimination and memory maintenance—two processes crucial for proper functioning of the adult brain. Scaffold proteins play a key role in physically connecting cytoskeletal molecules and coordinating their function. Disrupted-in-Schizophrenia 1 (DISC1) is one of the representative scaffold proteins that interact both with actin- and microtubule-cytoskeletal proteins, and with proteins involved in neuronal and synaptic organization and function, many of which have been implicated in NDDs such as lissencephaly-1 (LIS1), nudE neurodevelopment protein 1 like 1 (NDEL1), and kalirin-7 (Kal7) (*20*–*22*).

To investigate the involvement of the microglial cytoskeleton in brain development and cognitive behavior, we used a mouse model deficient for DISC1, i.e., the *Disc1* locus impairment (*Disc1* LI) model, which is equivalent to a knockout. By elucidating the role of cytoskeletal dynamics specifically in microglia, we shed light on the molecular mechanisms underlying microglial involvement in NDDs. Our findings reveal how disruptions in cytoskeleton rearrangements in microglia contribute to synaptic abnormalities and cognitive deficits, and show the potential to rescue memory deficits and synapse function by restoring actin-dependent control of phagocytosis in adult microglia.

## RESULTS

### DISC1 skews the microglial actin cytoskeleton toward a lamellipodia-favoring morphology

To validate DISC1 as a regulator of the actin cytoskeleton in microglia, we confirmed its expression in primary mouse microglia, fetal and adult human microglia, and human induced pluripotent stem cells (iPSC)-derived microglia (iMicroglia) (Fig. 1, A to C). DISC1’s interaction with actin and/or actin-binding proteins was studied by cotransfecting murine microglial BV2 cells with plasmids expressing DISC1 fused to enhanced green fluorescent protein (eGFP) at either the N or C terminus, along with an mCherry-LifeAct plasmid for visualization of filamentous actin (F-actin). Raster image correlation spectroscopy (RICS) showed that the diffusion coefficient of eGFP-tagged DISC1 was significantly reduced in actin-rich regions compared to cytoskeleton-free regions, regardless of whether eGFP was fused to the N terminus (eGFP-DISC1) or C terminus (DISC1-eGFP) (Fig. 1D). This reduced DISC1 diffusion in actin-rich regions suggests a direct or indirect interaction between DISC1 and microglial F-actin.

**Fig. 1.**
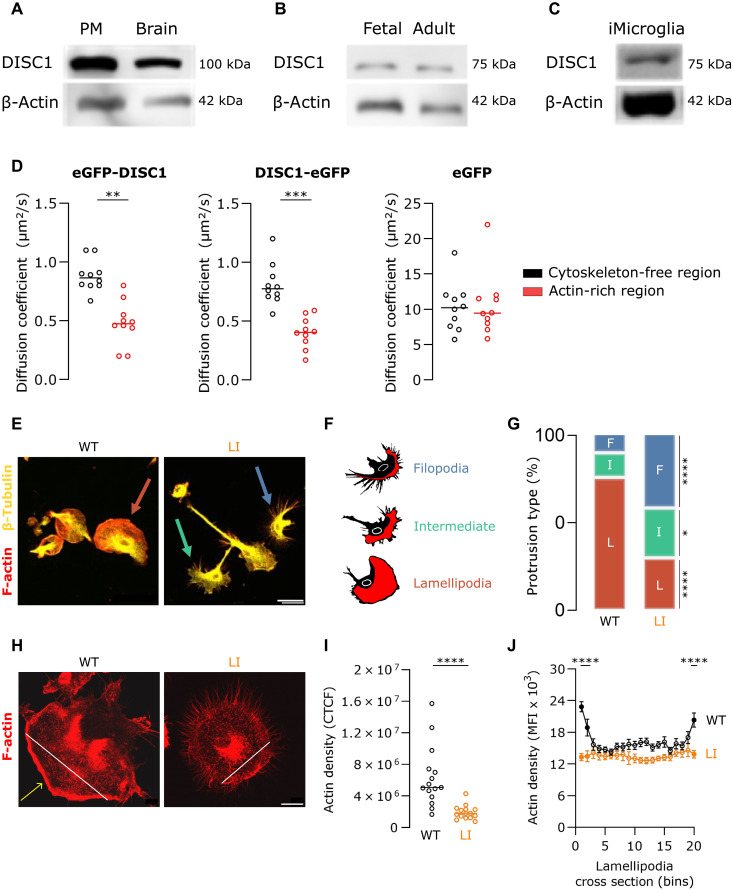
The actin cytoskeleton in microglia is disrupted by DISC1 deficiency. DISC1 levels in (**A**) mouse primary microglia and whole brain lysates, (**B**) fetal and adult human microglia, and (**C**) human iMicroglia. PM, primary microglia. (**D**) BV2 cells, comagnetofected with N- or C-terminal eGFP-tagged DISC1 and mCherry-LifeAct, were incubated with SPY650-tubulin to determine the diffusion coefficient of eGFP-tagged DISC1 in cytoskeleton-free cellular regions and actin-rich regions. *n* = 10 per condition. Data points represent individual microglia. Horizontal bars indicate the median. Shapiro-Wilk test followed by the two-tailed Mann-Whitney *U* test. (**E**) Representative F-actin (red) and β-tubulin (yellow)–stained *Disc1^WT/WT^* and *Disc1^LI/LI^* primary microglia. Scale bar, 25 μm. (**F**) Schematic overview of three categories of microglial morphologies based on actin-rich protrusions (lamellipodia area in red). Colored arrows in (E) indicate an example per protrusion type: cells with large round lamellipodia (red), small spikey filopodia (blue), and intermediate shapes (green). (**G**) Proportion of different protrusion-based morphologies. Fisher’s exact test. F, filopodia; I, intermediate; L, lamellipodia. (**H**) Representative phalloidin staining in *Disc1^WT/WT^* and *Disc1^LI/LI^* primary microglia. The yellow arrow indicates the actin cortex in *Disc1^WT/WT^* cells. White lines indicate cross sections of lamellipodia used for analysis in (J). Scale bar, 10 μm. (**I**) Total F-actin density was quantified and normalized using the corrected total cell fluorescence (CTCF) method. *n* = 15 per genotype. Data points represent individual microglia. Horizontal bars indicate the median. Shapiro-Wilk test followed by the two-tailed Mann-Whitney *U* test. (**J**) F-actin density was measured over binarized cross sections of primary microglia lamellipodia. *n* = 15 per genotype. Data are reported as mean ± SEM. Shapiro-Wilk test followed by two-way analysis of variance (ANOVA) with Šidák’s multiple comparisons test. Filled data points indicate significant differences (*P* < 0.001) from the equidistant value in WT. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001

To characterize the impact of DISC1 on microglial actin organization, we analyzed their morphological features based on actin-rich protrusions, i.e.*,* lamellipodia or filopodia. Lamellipodia appear as broad, sheetlike protrusions supported by a branched F-actin network, while filopodia are slender cytoplasmic projections containing linear F-actin that extend beyond the leading edge of lamellipodia (*23*). Primary cultured microglia from *Disc1* wild-type (^WT/WT^) and *Disc1* LI (^LI/LI^) mice were categorized on the basis of their main protrusion type: lamellipodia or filopodia (Fig. 1, E and F). In case the protrusions did not exhibit either morphology, the microglia were classified as “intermediate” (Fig. 1F). Quantification revealed that 76% of the *Disc1^WT/WT^* microglia predominantly showed a lamellipodial morphology (76%), with fewer filopodial (10%) and intermediate shapes (14%). In contrast, *Disc1^LI/LI^* microglia exhibited a marked shift in protrusion type, with a higher proportion of filopodia-rich microglia (41%) and a more balanced distribution of lamellipodial (30%) and intermediate morphologies (28%) (Fig. 1G). Super-resolution imaging further revealed a reduced F-actin density in *Disc1*^LI/LI^ microglia compared to *Disc1^WT/WT^* microglia (Fig. 1, H and I). In *Disc1^WT/WT^* cells, F-actin is concentrated in a dense, cross-linked meshwork at the cell periphery, consistent with the presence of mature lamellipodia (Fig. 1H, indicated by the yellow arrow). In contrast, *Disc1^LI/LI^* microglia exhibited a sparser F-actin distribution, with a predominance of linear filament arrangements characteristic of filopodia. Quantitative analysis confirmed these observations, revealing uniform F-actin distribution across binarized cross sections of *Disc1^LI/LI^* lamellipodia and significantly higher F-actin densities at the cell borders of *Disc1^WT/WT^* lamellipodia (Fig. 1, H and J). These results underscore the cell-intrinsic regulatory role of DISC1 in microglial actin organization by promoting lamellipodia formation. Loss of DISC1 induces a shift toward a filopodia-dominated morphology, potentially altering microglial functions.

### Microglial DISC1 tunes the balance between lamellipodial and filopodial motility

To further dissect how DISC1 regulates cytoskeletal behavior beyond structural morphology, we next assessed F-actin rearrangements in primary microglia using live-cell structured illumination microscopy (SIM). For this, we transduced *Disc1^WT/WT^* and *Disc1^LI/LI^* primary microglia with LifeAct-mScarlet lentivirus to visualize F-actin dynamics in real time. In lamellipodia, actin rearrangements were monitored by tracking F-actin displacement over time (5-min interval) (Fig. 2A). *Disc1^LI/LI^* microglia exhibited significantly reduced lamellipodial displacement compared to *Disc1^WT/WT^* cells (Fig. 2B), indicating impaired remodeling of the branched F-actin network within these structures. In addition, filopodia dynamics were analyzed in LifeAct-mScarlet–transduced primary microglia by recording consecutive SIM time-lapse images and applying particle image velocimetry (PIV) to calculate local vector velocities within defined interrogation windows (Fig. 2C). Vector quantification revealed significantly increased displacement of linear F-actin in filopodia of *Disc1^LI/LI^* microglia relative to *Disc1^WT/WT^* filopodia (Fig. 2D). As Formin1 is a key actin-nucleating protein and regulator of linear actin polymerization (*24*), we next examined the abundance and subcellular localization of Formin1 using immunocytochemistry in *Disc1^WT/WT^* and *Disc1^LI/LI^* primary microglia (Fig. 2E). Formin1 levels were markedly elevated in *Disc1^LI/LI^* cells compared to *Disc1^WT/WT^* counterparts (Fig. 2F), and it is predominantly localized to filopodial extensions (full arrowheads in Fig. 2E) rather than lamellipodia (empty arrowheads in Fig. 2E). This spatial enrichment aligns with the established role of Formin1 in driving linear F-actin polymerization and promoting filopodia formation and motility. Together, these findings suggest that DISC1 ensures lamellipodia formation in microglia and that DISC1 deficiency in microglia drives the formation of filopodial extensions by enhancing F-actin rearrangement into parallel filaments at the cost of the lamellipodial branched actin network structure.

**Fig. 2.**
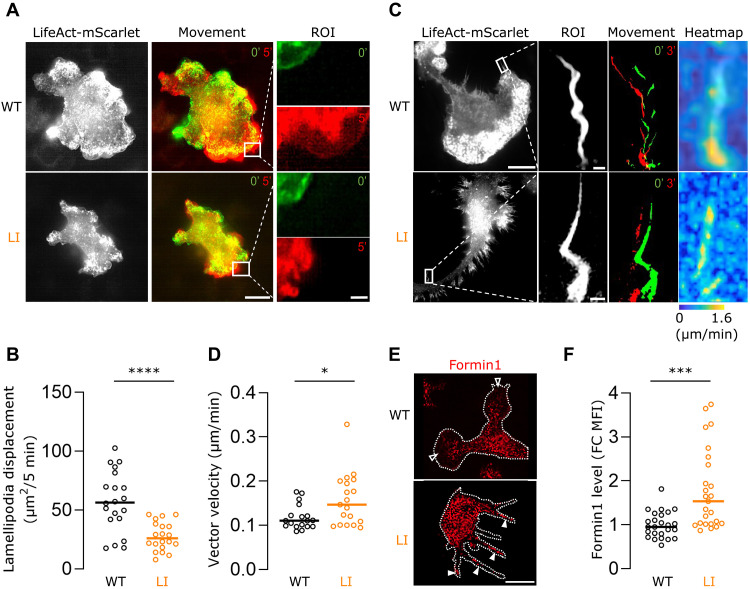
DISC1 differentially regulates F-actin rearrangements in microglial filopodia and lamellipodia. (**A**) Representative SIM images of F-actin structures observed in *Disc1^WT/WT^* and *Disc1^LI/LI^* primary microglia transduced with LifeAct-mScarlet lentivirus. Scale bar, 10 μm. Green and red colors represent the displacement between two consecutive images taken 5 min apart, with one region of interest (ROI) shown in the right panel. Scale bar, 1 μm. (**B**) Total lamellipodia displacement of *Disc1^WT/WT^* and *Disc1^LI/LI^* primary microglia. (**C**) Representative SIM images of F-actin structures observed in *Disc1^WT/WT^* and *Disc1^LI/LI^* primary microglia transduced with LifeAct-mScarlet lentivirus. Scale bar, 10 μm. Green and red colors represent the displacement between two consecutive images taken 3 min apart, with one ROI shown in the second panel. Scale bar, 1 μm. PIVlab-generated heat maps of particle vector velocity calculation are shown in the right panel. The color-coded bar indicates the range of vector velocity magnitude. (**D**) Mean vector velocity values of all interrogation areas of the representative *Disc1^WT/WT^* and *Disc1^LI/LI^* primary microglia shown in (C). (**E**) Representative images of immunocytochemical staining of Formin1 in *Disc1^WT/WT^* and *Disc1^LI/LI^* primary microglia. Scale bar, 10 μm. (**F**) Fold change (FC) quantification of Formin1 mean fluorescence intensity (MFI) in *Disc1^WT/WT^* and *Disc1^LI/LI^* primary microglia. Data points represent individual microglia. [(B) and (D)] Data points represent individually analyzed ROIs of different images (*n* = 20 regions per condition, from three independent experiments). Shapiro-Wilk test followed by (B) two-tailed unpaired *t* test or [(D) and (F)] two-tailed Mann-Whitney *U* test. *P < 0.05, ***P < 0.001, and ****P < 0.0001

### Actin dysregulation and hyperphagocytosis characterize the transcriptome of DISC1-deficient microglia

Our findings highlight that DISC1 deficiency results in differential actin rearrangements favoring filopodial cytoskeletal structures and suggest that distinct regulatory mechanisms of actin organization and dynamics are in place. It is well established that lamellipodia formation depends on branched actin networks regulated by the Rac-WAVE-ARP2/3 pathway, whereas filopodia rely on linear actin filaments governed by Rho family guanosine triphosphatases (Rho, Cdc42) and formin activity (*24*, *25*). 

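Whole brains of 6 *Disc1 WT/WT* mice and of 6 *Disc1 LI/LI* mice, all 23 weeks old, were pooled by genotype, so that the experiment has 1 library per genotype. *Disc1 LI/LI* mice carry the locus impairment allele of *Disc1* on both chromosomes. The tissue was dissociated with actinomycin D, which blocks new transcription and limits the response of the cells to dissociation (Act-Seq), and cells with low CD45 and with CD11b on their surface, which marks myeloid cells, were sorted and encapsulated in droplets. The authors deposited UMI counts per gene and barcode, without normalization, made with Cell Ranger 6.1.2 on mm10. A UMI is a random tag that marks each captured transcript, so that copies made by amplification are counted once. The *Disc1 WT/WT* library held 7038 barcodes and 33601957 UMIs, with a median of 4234 UMIs and 1922.5 genes per barcode. The *Disc1 LI/LI* library held 7834 barcodes and 47731571 UMIs, with a median of 4561.5 UMIs and 1488 genes. Cells with at least 200 genes and at most 10% mitochondrial UMIs were kept, which removed 6 *Disc1 WT/WT* and 17 *Disc1 LI/LI* barcodes. The paper's text does not name a cell filter. The targeted gene, *Disc1* (chromosome 8, 125054195 to 125261858, mm10), had 642 UMIs in *Disc1 WT/WT* cells, or 19.1 CPM (95% exact Poisson interval 17.7 to 20.6), and 22 UMIs in *Disc1 LI/LI* cells, or 0.461 CPM (0.289 to 0.698). Cells of both libraries were normalized with SCTransform, integrated by reciprocal PCA on 2000 features and clustered on 25 principal components with Seurat, at the lowest resolution that gave at least 5 clusters of at least 50 cells. Clusters were named from a fixed list of marker genes, by a rule that was set after the clusters were seen. Expression was compared as the log2 ratio, *Disc1 LI/LI* over *Disc1 WT/WT*, of CPM (UMIs of a gene per 1000000 UMIs, summed over the cells of a library), in all cells and in microglia-like cells. With 1 library per genotype there is no replicate check, and no test was made from cells. Intervals are 95% exact intervals and cover counting error only. Scaling the microglia-like sums by edgeR's TMM method in place of the library total raised every log2 ratio by 0.13. The TMM factors, which multiply the library totals, were 1.05 for *Disc1 WT/WT* and 0.955 for *Disc1 LI/LI* in microglia-like cells. In all cells they were 1.29 and 0.773, which raises ratios by more. Ratios in all cells are given without TMM scaling unless it is named. In microglia-like cells the ratios also fell with gene length, with a Spearman's rho across 3537 genes of -0.65, so a gene's value is reported beside its percentile among the 200 genes nearest in length.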

To address the impact of DISC1 deficiency on actin regulatory mechanisms and associated signaling pathways in microglia, we performed a comparative gene expression analysis between *Disc1^LI/LI^* and *Disc1^WT/WT^* microglia using single-cell RNA sequencing (scRNA-seq). 

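Clustering of all 7032 *Disc1 WT/WT* and 7817 *Disc1 LI/LI* cells gave 5 clusters at a resolution of 0.05. All 12 fixed microglia markers lay above the other cells in cluster 1, which was called microglia-like, and all 12 neutrophil markers in cluster 2, which was called neutrophil-like. Cluster 1 held 86.3% of *Disc1 WT/WT* cells (exact binomial interval 85.5 to 87.1) and 25.5% of *Disc1 LI/LI* cells (24.6 to 26.5). Cluster 2 held 1.71% (1.42 to 2.04) and 45.2% (44.1 to 46.3). Cluster 3 held 10.2% and 26.1% and stayed unnamed because markers of monocytes and of cycling cells were both high in it. Cluster 4, with T and NK cell markers, held 1.17% and 2.00%, and cluster 5 held 0.626% and 1.15%. Both stayed unnamed under the rule set after the clusters were seen. A cluster mostly of 1 library may reflect that library and not a cell type. With the named genes left out of the clustering, the microglia-like share was 85.9% and 25.2%. The microglia-like cells were then clustered alone by the same steps, an alternative chosen after the data were examined, and again gave 5 clusters, at a resolution of 0.1.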

The analysis identified five unique microglia clusters representing different functional states (Fig. 3, A and B, and fig. S1). *Disc1^LI/LI^* microglia exhibited significantly reduced transcriptional complexity, with a decrease in the Mg2, Mg3, and Mg4 clusters being compensated by a proportional increase in the Mg1 cluster (Fig. 3B).

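In all cells, the median number of genes per cell was 1923 in *Disc1 WT/WT* and 1490 in *Disc1 LI/LI*. Thinned to 1000 UMIs per cell, the medians were 658 and 525, with 156 *Disc1 WT/WT* and 61 *Disc1 LI/LI* shallower cells left out. In microglia-like cells, the medians were 1943 and 1671. Thinned, they were 662 and 620, with 100 and 28 cells left out. The lower value in *Disc1 LI/LI* remained at equal depth. The paper ties reduced complexity to cluster shares, and genes per cell is a different measure. In all cells, the value also reflects the mix of cell types. Neutrophil-like cells, 45.2% of *Disc1 LI/LI* cells, had medians of 983.5 genes and 368 after thinning. With 1 pool of mice per genotype, the spread between mice is not known. Over all cells, the setting that moved the number of genes most was a minimum of 1000 genes per cell, under which the *Disc1 LI/LI* median was 1768. In microglia-like cells it was classing each cell on its own, under which the *Disc1 LI/LI* median was 1852, and 591 after thinning. The sizes of the clusters of microglia-like cells alone were not compared between genotypes, because genes that led these clusters differed between the libraries. Each of the 5 clusters held cells of both libraries, at least 52 of *Disc1 WT/WT* and 25 of *Disc1 LI/LI*. Among them, cluster 2 was led by *Ighg1* and *Igkc* and cluster 5 by interferon genes such as *Ifit2* and *Ifit1*.

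**Figure D1:**
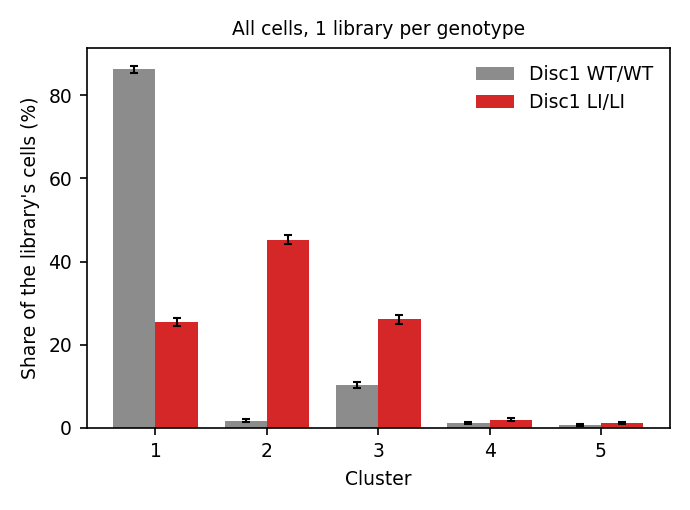
Share of each library's cells (y axis, percent) in the 5 clusters of all cells (x axis), in *Disc1 WT/WT* (gray) and *Disc1 LI/LI* (red), with 95% exact binomial intervals for counting error only. The gray bar of cluster 1 and the red bar of cluster 2 are the tallest of their library, and the intervals of cluster 3 run from 9.50 to 10.9% (gray) and from 25.1 to 27.1% (red).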

**Fig. 3.**
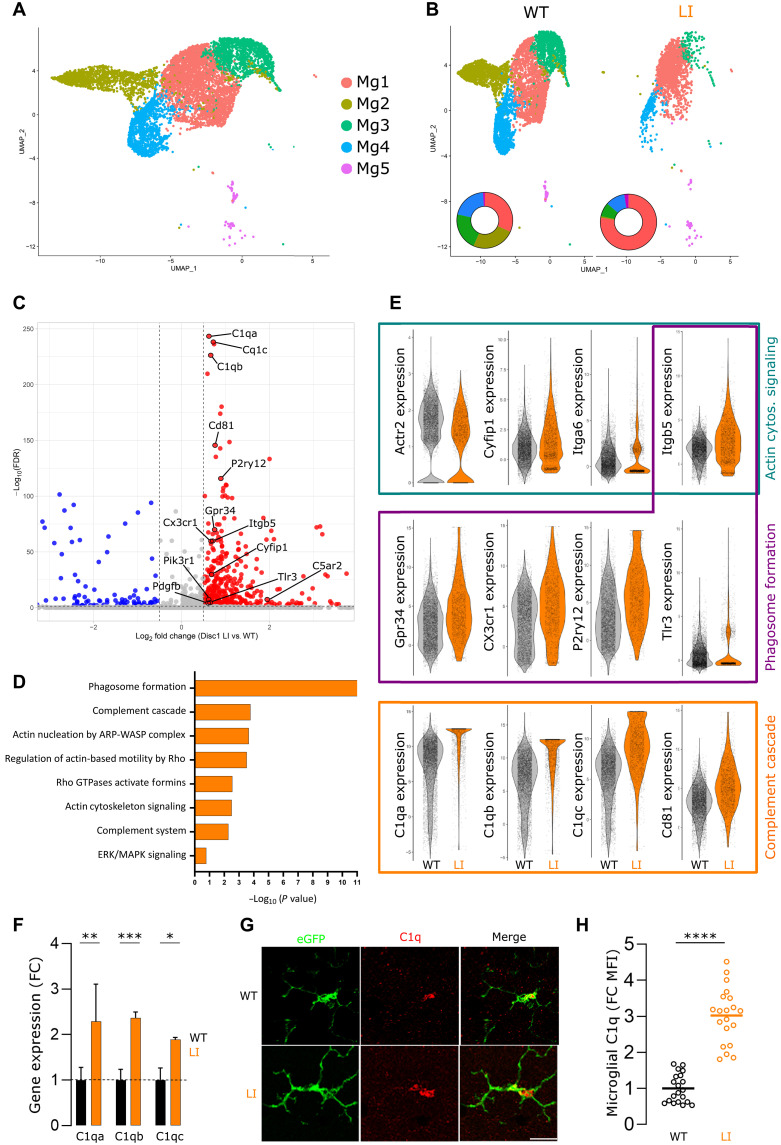
Disruption of actin cytoskeleton signaling impairs phagocytic and motility capacity in *Disc1* LI microglia. (**A**) Uniform manifold approximation and projection (UMAP) analysis of 6072 *Disc1^WT/WT^* and 2040 *Disc1^LI/LI^* microglia from 23-week-old mice grouped into five clusters. Each dot represents a cell, color-coded by cluster affiliation. (**B**) UMAP illustrates the distribution of microglia among *Disc1^WT/WT^* and *Disc1^LI/LI^* genotypes. A differential abundance analysis shows the percentage of cells in each cluster for both genotypes, revealing cluster Mg1 as the most abundant in *Disc1^LI/LI^* mice, while they lack cluster Mg2. (**C**) Volcano plot depicting differentially expressed genes (DEGs) in *Disc1^LI/LI^* versus *Disc1^WT/WT^* microglia. The *y* axis indicates the statistical significance [false discovery rate (FDR)–adjusted *P* value], with up-regulated genes highlighted in red and down-regulated genes in blue. Genes surpassing the significance threshold (adjusted *P* < 0.05) are considered statistically significant. (**D**) Ingenuity Pathway Analysis (IPA) prediction of selected canonical pathways that are significantly deregulated in *Disc1^LI/LI^* microglia. ERK, extracellular signal–regulated kinase; MAPK, mitogen-activated protein kinase. (**E**) Gene expression (log_10_) for distinct marker genes related to phagosome formation, actin cytoskeleton signaling, and complement cascade pathways was compared between *Disc1^WT/WT^* and *Disc1^LI/LI^* microglia. Data points represent individual cells. cytos., cytoskeleton. (**F**) Quantitative polymerase chain reaction (qPCR) analysis of complement genes *C1qa*, *C1qb*, and *C1qc* in *Disc1^WT/WT^* and *Disc1^LI/LI^* microglia isolated from adult mice. Fold change (FC) data are represented as mean ± SEM from three independent experiments. Two-way ANOVA with Tukey’s multiple comparisons test. (**G**) Representative images of a C1q immunostaining of hippocampal tissue slices of adult *Disc1^WT/WT^ Cx3cr1^eGFP/+^* and *Disc1^LI/LI^ Cx3cr1^eGFP/+^* mice. Scale bar, 10 μm. (**H**) FC quantification of C1q MFI in eGFP-positive microglia in situ. Shapiro-Wilk test followed by an unpaired two-tailed *t* test. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

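The microglia-like cluster held 6069 *Disc1 WT/WT* and 1997 *Disc1 LI/LI* cells. Without integration it held 6056 and 1973 cells, and with the genes the study names left out of the clustering 6037 and 1972. At the resolution that gave at least 10 clusters, 2 clusters were microglia-like and together held 6012 and 1980 cells. Classing each cell on its own, by UMIs of at least 3 microglia markers and under 1% of UMIs from hemoglobin genes, moved the *Disc1 LI/LI* number most, to 3899 cells, of which 1912 lay outside the microglia-like cluster.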

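The 3 chains of C1q are encoded side by side on chromosome 4 of mm10, *C1qb* from 136880129 to 136886187, *C1qc* from 136889804 to 136893065 and *C1qa* from 136895917 to 136898803. In microglia-like cells, *C1qa* had 10505 CPM in *Disc1 WT/WT* and 14250 in *Disc1 LI/LI*, a log2 ratio of 0.44 (0.43 to 0.45). The log2 ratio was 0.45 (0.44 to 0.46) for *C1qb* and 0.33 (0.32 to 0.35) for *C1qc*. Among the 200 genes nearest in length, these 3 ratios lay at the percentiles 90.5 for *C1qa*, 94 for *C1qb* and 79 for *C1qc*. *Cd81* (chromosome 7, 143052739 to 143067934), which encodes a surface tetraspanin, had a log2 ratio of 0.23 (0.21 to 0.25) and lay at the percentile 88.5. *C5ar2* (chromosome 7, 16234585 to 16244154), a receptor of the complement fragment C5a, had 58.7 CPM in *Disc1 WT/WT* and 63.2 in *Disc1 LI/LI*. Its log2 ratio of 0.11 (-0.039 to 0.25) included no change, at the percentile 57.5. The ratio of *C5ar2* was 0.24 under TMM scaling and 0.50 with cells thinned to 1000 UMIs, so this reading depends on the scaling. For the C1q genes and *Cd81*, these directions held without integration, with at least 10 clusters and without the named genes. The log2 ratio of *C1qa* was then 0.43, 0.44 and 0.44. They did not hold in all cells or with each cell classed on its own. In all cells, where microglia-like cells make up a smaller part of the *Disc1 LI/LI* library, the log2 ratio was -1.72 for *C1qa*, -1.71 for *C1qb*, -1.81 for *C1qc*, -1.83 for *Cd81* and -1.27 for *C5ar2*. Classing each cell on its own moved the microglia-like ratios most and below 0, to -0.97 for *C1qa*, -0.95 for *C1qb*, -1.07 for *C1qc*, -1.13 for *Cd81* and -1.07 for *C5ar2*. Of the 3899 *Disc1 LI/LI* cells that this rule took in, 1912 lay outside the microglia-like cluster.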

Differential gene expression analysis revealed, besides an expected disruption in actin cytoskeleton signaling, that the most significant differentially expressed genes (DEGs) in *Disc1^LI/LI^* microglia were related to the complement cascade, particularly those involved in synaptic elimination (e.g., *C1q*, *Cd81*, and *C5ar2*) (Fig. 3, C to E, and fig. S2) (*26*). We validated the upregulation of *C1qa*, *C1qb*, and *C1qc* in *Disc1^LI/LI^* microglia using quantitative polymerase chain reaction (qPCR) (Fig. 3F), confirming increased transcript levels of these C1q subcomponents in isolated cells. In situ immunostaining further demonstrated elevated C1q levels in microglia within the brain parenchyma (Fig. 3, G and H), supporting enhanced complement activity in microglia at both the transcript and protein level. Ingenuity Pathway Analysis (IPA) identified signaling pathways with differential enrichment in adult *Disc1^LI/LI^* microglia, confirming that, in addition to actin cytoskeleton signaling, RNA transcripts related to phagosome formation and the complement cascade were strongly increased (Fig. 3D). 

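Of a fixed list of 23 complement genes, 18 had at least 10 UMIs in microglia-like cells, with 11 higher and 7 lower in *Disc1 LI/LI*. Their median log2 ratio was 0.22 (counting interval 0.16 to 0.37), at the percentile 98.4 of 10000 random lists of the same size and expression, which were not matched on gene length. With each cell classed on its own, this median reversed to -1.03. Of 35 phagosome and engulfment genes, 33 were measured, with 10 higher and 23 lower in *Disc1 LI/LI*. Their median log2 ratio was -0.28 (-0.32 to -0.23), at the percentile 0.02, and TMM scaling gave -0.15. Among the genes labelled in Fig. 3, C and E, *Itgb5* had a log2 ratio of 0.15 (0.11 to 0.19), at the percentile 99 of genes of like length, and classing each cell on its own reversed it to -1.23. The ratio was -0.49 for *Tlr3*, -0.42 for *Itga6* and -0.36 for *Pik3r1*, at the percentiles 7.5, 65.5 and 71 of genes of like length. *Gpr34*, at the percentile 7, had a log2 ratio of -0.42 (-0.44 to -0.39). *Pdgfb* had a log2 ratio of -0.12 (-0.24 to -0.011), at the percentile 47.5, which TMM scaling moved to 0.011. The pathway analysis itself was not repeated here.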

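*Actr2* (chromosome 11, 20062304 to 20112913) and *Actr3* (chromosome 1, 125392905 to 125435727) encode the actin-related subunits of the ARP2/3 complex, which nucleates branched actin. In microglia-like cells, *Actr2* had 463 CPM in *Disc1 WT/WT* (455 to 471) and 308 in *Disc1 LI/LI* (296 to 320), a log2 ratio of -0.59 (-0.65 to -0.53). *Actr3* had 304 (297 to 310) and 264 (253 to 275), a log2 ratio of -0.20 (-0.27 to -0.13). Among genes of like length, *Actr2* lay at the percentile 20.5 and *Actr3* at 70. TMM scaling gave -0.45 and -0.068. In all cells, without TMM scaling, the log2 ratio was -0.78 for *Actr2* and 0.78 for *Actr3*. These values mix cell types, and *Actr3* was higher in neutrophil-like than in microglia-like cells of both libraries. The TMM factors of all cells, 1.29 for *Disc1 WT/WT* and 0.773 for *Disc1 LI/LI*, raise both ratios, so the decrease of *Actr2* there depends on the scaling. Classing each cell on its own reversed *Actr3* to 0.65 in microglia-like cells. Over all 9 genes of the complex, of which 5 were higher and 4 lower in *Disc1 LI/LI*, the median log2 ratio in microglia-like cells was 0.093 (0.021 to 0.15), at the percentile 73.9 of random lists.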

Among the DEGs related to actin cytoskeleton dynamics, we observed a significant reduction in the expression of *Actr2* and *Actr3*, encoding ARP2 and ARP3, in *Disc1^LI/LI^* microglia. The ARP2/3 complex is essential for reorganizing the actin cytoskeleton into a dense, cross-linked network of F-actin at the edges of microglial lamellipodia (*27*). Its down-regulation in *Disc1^LI/LI^* microglia correlates with impaired lamellipodia formation (Figs. 1, E to G, and 2, A and B), disrupted actin cortex integrity (Fig. 1, H to J), and decreased F-actin motility within lamellipodia (Fig. 2, A and B). In addition, *Disc1^LI/LI^* microglia show increased *Cyfip1* expression (Fig. 3, C and E), which is an NDD risk gene involved in both phagocytosis and the ARP2/3 pathway (*28*). In contrast, several formin-associated genes, including *Fmn1*, *Rhoj*, *Diaph2/3*, *and Arhgef12*, were upregulated in *Disc1^LI/LI^* cells. 

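*Cyfip1* (chromosome 7, 55841745 to 55932602) encodes a subunit of the WAVE complex, which activates ARP2/3. In microglia-like cells it had 874 CPM in *Disc1 WT/WT* (863 to 885) and 627 in *Disc1 LI/LI* (610 to 645), a log2 ratio of -0.48 (-0.52 to -0.44). This lay at the percentile 55 of genes of like length. Across the alternatives, classing each cell on its own moved it most, to -1.63, and in none was the ratio above 0. In all cells the log2 ratio was -2.22.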

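In microglia-like cells, *Diaph2* (chromosome X, 129749742 to 130465834) had 194 CPM in *Disc1 WT/WT* and 110 in *Disc1 LI/LI*, a log2 ratio of -0.81 (-0.92 to -0.71), at the percentile 12 of genes of like length. *Arhgef12* (chromosome 9, 42963842 to 43107239) had a log2 ratio of -0.71 (-0.92 to -0.51). *Fmn1* (chromosome 2, 113327736 to 113716767) had 278 UMIs in *Disc1 WT/WT* and 58 in *Disc1 LI/LI*, a log2 ratio of -0.46 (-0.89 to -0.046). *Fmn1* and *Arhgef12* lay under 50 CPM and were not placed among genes of like length. For *Diaph3* (chromosome 14, 86655367 to 87141235), with 33 and 13 UMIs, the log2 ratio of 0.46 (-0.59 to 1.42) included no change, and was -0.72 with the highest 5% of Scrublet doublet scores left out, an alternative chosen after the data were examined. *Rhoj* (chromosome 12, 75308322 to 75401456) had 2 and 3 UMIs, so that its log2 ratio was 2.39 with a counting interval from -0.74 to 5.97, and a difference was not detectable at this depth. As the mean over cells of each cell's CPM it was -0.40. The median log2 ratio of the 4 genes with at least 10 UMIs was -0.58 (-0.77 to -0.37), at the percentile 3.24 of random lists, and -1.46 with each cell classed on its own. All 4 genes are longer than 56581 bases, a length above which most ratios were below 0, so that the percentile is not separate from length. In all cells *Diaph3* had a log2 ratio of 1.17 (0.89 to 1.46) and *Rhoj* 0.41 (-0.45 to 1.32), while *Diaph2*, *Arhgef12* and *Fmn1* had -1.69, -2.58 and -2.38. TMM scaling raises these ratios, so whether the *Rhoj* interval includes no change depends on the scaling. Most *Diaph3* UMIs of both libraries lay outside microglia-like cells, so its rise in all cells is not read as one in microglia.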

Formins promote the nucleation and elongation of linearized F-actin filaments and play key roles in filopodia formation. Consistently, we observed increased filopodia formation and enhanced F-actin motility in these structures in *Disc1^LI/LI^* microglia (Fig. 1, E to G). These findings suggest a DISC1-dependent shift in actin remodeling pathways in microglia, in which DISC1 deficiency induces a shift from ARP2/3-dependent lamellipodia to formin-driven filopodia.

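In microglia-like cells, the median log2 ratio was 0.19 for the 885 shortest genes, by length from start to end, and -0.48 for the 884 longest. Of the genes named for ARP2/3 and formins, *Actr2*, *Actr3*, *Cyfip1* and *Diaph2* were expressed highly enough to be compared with genes of like length, and the medians of those genes were -0.38, -0.36, -0.51 and -0.50. The paper proposes a shift away from ARP2/3-dependent lamellipodia and toward formin-driven filopodia. It draws on lower *Actr2* and *Actr3*, higher formin-associated transcripts, and the filopodia and lamellipodia it imaged. It also draws on higher Formin1 staining in *Disc1 LI/LI* primary microglia, a protein measure in cultured cells that these libraries do not address.

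**Figure D2:**
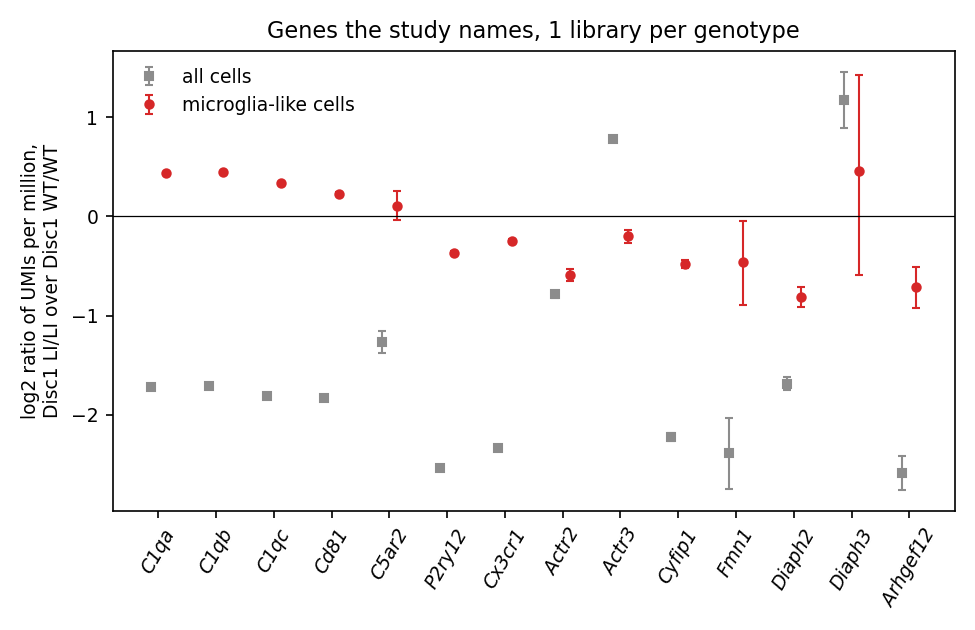
Log2 ratio of CPM, *Disc1 LI/LI* over *Disc1 WT/WT* (y axis), of genes the study names (x axis), in all cells (gray squares) and microglia-like cells (red circles), 1 library per genotype. Bars are 95% intervals for counting error only. *Actr3* lies at 0.78 in all cells and at -0.20 in microglia-like cells.

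**Figure D3:**
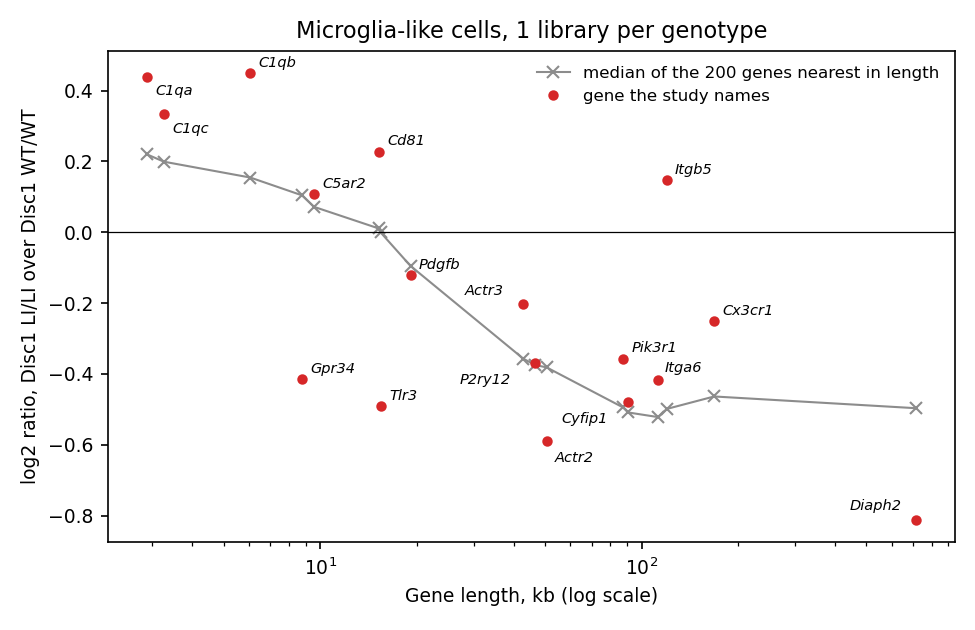
Log2 ratio in microglia-like cells (y axis) against gene length in kb (x axis, log scale). Red circles are 17 genes the study names and gray crosses the median of the 200 genes nearest in length to each. The crosses fall from 0.22 at *C1qa* to -0.50 at *Diaph2*.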

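Clusters of the study were not matched one to one here, so levels are given for the 5 clusters of microglia-like cells clustered alone. The level of *C1qa* lay between 9162 and 11141 CPM over the 5 clusters in *Disc1 WT/WT*, and between 10777 and 15170 in *Disc1 LI/LI*. In each of the 5 clusters *C1qa* was higher in *Disc1 LI/LI* than in *Disc1 WT/WT*. For *Cd81* the levels lay between 2812 and 3628 in *Disc1 WT/WT* and between 3255 and 3970 in *Disc1 LI/LI*. Both genes lay high among genes of like length, at the percentiles 90.5 and 88.5.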

Gene expression patterns in the microglia population designated the Mg1 cluster as highly phagocytic microglia due to their increased expression of genes associated with the complement cascade and phagosome formation (fig. S2). The Mg1 cluster is also enriched in homeostatic microglia markers such as *P2ry12* and *Cx3cr1*, similar to the Mg3 cluster (fig. S2) (*29*). 

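*P2ry12* (chromosome 3, 59216272 to 59262871), a purine receptor, had 3970 CPM in *Disc1 WT/WT* microglia-like cells and 3075 in *Disc1 LI/LI*, a log2 ratio of -0.37 (-0.39 to -0.35). *Cx3cr1* (chromosome 9, 119901616 to 120069879), the fractalkine receptor, had 3307 and 2779, a log2 ratio of -0.25 (-0.27 to -0.23). They lay at the percentiles 50.5 and 78.5 of genes of like length. With the named genes left out of the clustering, the ratios were -0.36 and -0.25. Over 12 homeostatic microglia genes, the median log2 ratio was -0.095 (-0.12 to -0.073), at the percentile 0.77 of random lists, and TMM scaling reversed it to 0.039. Among the microglia-like clusters, cluster 2 had the lowest *P2ry12*, at 2127 CPM in *Disc1 WT/WT* and 1776 in *Disc1 LI/LI*.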

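*Cd55* (chromosome 1, 130439027 to 130462744) encodes a surface inhibitor of complement. A *Cd55* UMI was found in 2 of 6069 *Disc1 WT/WT* microglia-like cells (0.0330%, exact binomial interval 0.00399 to 0.119) and in 5 of 1997 *Disc1 LI/LI* microglia-like cells (0.250%, 0.0813 to 0.583), at median depths of 4236 and 3721 UMIs. In neutrophil-like cells it was found in 24.2% of *Disc1 WT/WT* (16.8 to 32.8) and 18.8% of *Disc1 LI/LI* cells (17.5 to 20.1), at median depths of 4532.5 and 4026.5. The *Cd55* level in microglia-like cells was 0.0990% of the neutrophil-like level in *Disc1 WT/WT* and 1.34% in *Disc1 LI/LI*. For 11 of the 12 neutrophil markers, all but *Csf3r*, this level lay between 0.0106% and 0.178% in *Disc1 WT/WT* and between 0.431% and 2.05% in *Disc1 LI/LI*. The few *Cd55* UMIs of microglia-like cells are therefore read as background, and no direction between genotypes is drawn from them. Over the 5 clusters of microglia-like cells clustered alone, *Cd55* reached at most 1 UMI per cluster in *Disc1 WT/WT*.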

Notably, one specific cluster, characterized by distinct *Cd55* expression, was completely absent in *Disc1^LI/LI^* microglia (Fig. 2, A and B, and figs. S1 and S3; olive Mg2 cluster). This cluster, which comprises ~25% of the microglia in WT controls (see pie chart in the inset of Fig. 2B), appears to function as an antiphagocytic population, given CD55’s role in inhibiting the complement cascade (*30*, *31*). These results suggest that DISC1 and actin cytoskeleton rearrangements modulate a balance between pro- and antiphagocytic states in the homeostatic microglia population.

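Before any cell filter, 79 of 7038 *Disc1 WT/WT* barcodes held a *Cd55* UMI, or 1.12% (0.890 to 1.40). At the resolution of 12 clusters, the smaller of the 2 microglia-like clusters held 1547 of 6012 *Disc1 WT/WT* and 245 of 1980 *Disc1 LI/LI* microglia-like cells. The 1547 and 245 cells were 22.0% and 3.13% of all cells of their library, and most *Disc1 LI/LI* cells were not microglia-like. The paper gives its share among microglia, so these percentages are not set beside it. No *Cd55* UMI was found in this cluster, which allows exact upper limits of 0.238% and 1.49%. Whether it is the Mg2 cluster of the study stays open, since clusters were not matched. Outside the microglia-like cluster of all cells, *Cd55* UMIs were found in 8.00% of *Disc1 WT/WT* cells (6.36 to 9.89) and 13.9% of *Disc1 LI/LI* cells (13.1 to 14.9), at median depths of 4219 and 5353.5 UMIs.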

### Cytoskeleton dysregulation by DISC1 deficiency alters microglial surveillance and phagocytosis

As actin rearrangements are disrupted by DISC1 deficiency, an aberrant microglial morphology is expected in *Disc1^LI/LI^* mice. Sholl analysis was performed on microglia in perfusion-fixed brain slices from 21-day-old *Disc1^WT/WT^ Cx3cr1^eGFP/+^* and *Disc1^LI/LI^ Cx3cr1^eGFP/+^* littermates, a developmental stage when microglia typically display a highly ramified morphology. The analysis revealed a significant reduction in total branch length and morphological complexity in *Disc1^LI/LI^* microglia compared to their WT counterparts (Fig. 4, A to C), similar to observations in individuals with NDDs, such as schizophrenia (*32*).

**Fig. 4.**
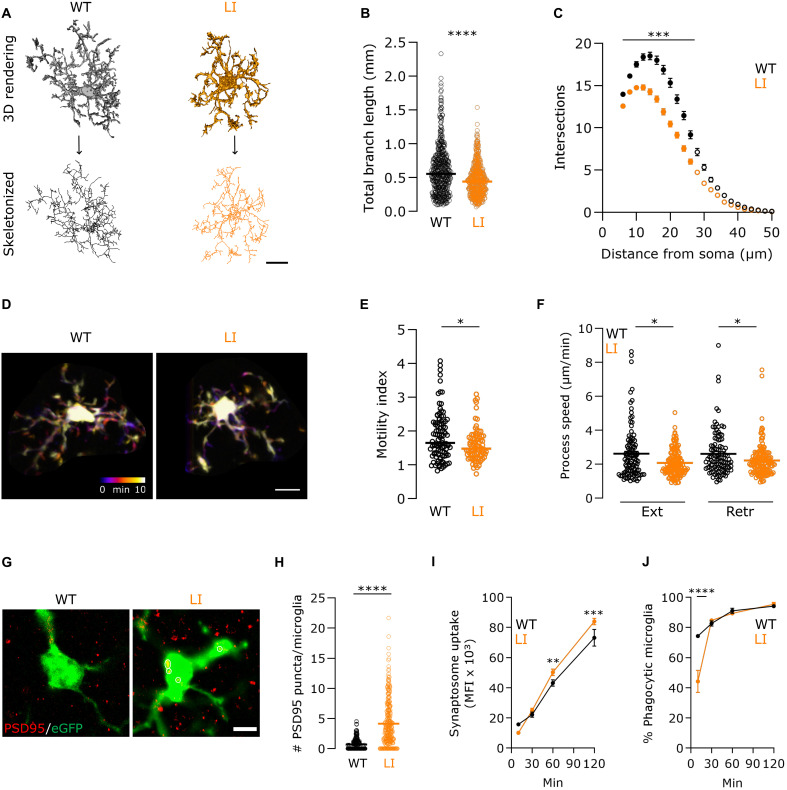
Cytoskeletal dysregulation caused by DISC1 deficiency alters microglial morphology, surveillance, and phagocytosis. (**A**) Representative three-dimensional (3D) renders and skeletonized in situ *Disc1^WT/WT^ Cx3cr1^eGFP/+^* and *Disc1^LI/LI^ Cx3cr1^eGFP/+^* postnatal day 21 (P21) microglia. Scale bar, 10 μm. (**B**) Total branch length (*P* < 0.0001), and (**C**) the number of Sholl analysis process intersections (*P* < 0.001) of in situ *Disc1^WT/WT^* (456 cells from six animals) and *Disc1^LI/LI^* (447 cells from six animals) microglia. (**D**) Representative two-photon microscopy images of P21 *Disc1^WT/WT^ Cx3cr1^eGFP/+^* and *Disc1^LI/LI^ Cx3cr1^eGFP/+^* microglia. Images taken 1 min apart are overlaid with different colors. Scale bar, 10 μm. (**E**) Motility index of *Disc1^WT/WT^ Cx3cr1^eGFP/+^* (*n* = 105) and *Disc1^LI/LI^ Cx3cr1^eGFP/+^* (*n* = 86) microglia in acute brain slices. (**F**) The speed of extension (Ext) (*P* = 0.0215; *n* ≥ 104 per genotype) and retraction (Retr) (*P* = 0.0203; *n* ≥ 141 per genotype) events was quantified from at least five independent slices per mouse. (**G**) Representative images of postsynaptic density 95 (PSD95; red) immunoreactive puncta in dorsal cornu ammonis 1 (CA1) P21 microglia. Circles indicate overlap. Scale bar, 5 μm. (**H**) Quantitative analysis of (G) indicates increased uptake of synaptic material by *Disc1^LI/LI^* microglia (*P* = 0.0074) (*n* = 300 cells from five mice). (**I**) Flow cytometry–based 1,1′-dioctadecyl-3,3,3′,3′- tetramethylindocarbocyanine perchlorate (DiI)–labeled synaptosome uptake in primary microglia measured by the MFI of phagocytic cells. (**J**) The percentage of phagocytic microglia. *n* = 3; repeated-measures (RM) two-way ANOVA with multiple comparisons. Data are represented as mean ± SD. [(B), (E), (F), and (H)] Data points represent individual microglia. Horizontal bars indicate the median. Shapiro-Wilk test followed by the two-tailed Mann-Whitney *U* test. (C) Filled data points indicate significant differences (*P* < 0.001; multiple two-tailed Mann-Whitney *U* tests) from the equidistant value in WT. Data are represented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

To study the functional consequences of altered actin rearrangement in DISC1-deficient microglia, we investigated the dynamics of microglial processes, characterized by constant extensions and retractions (*33*, *34*). Surveillance capabilities of microglia were assessed using two-photon live imaging in acute brain slices from postnatal day 21 (P21) *Disc1^WT/WT^ Cx3cr1^+/eGFP^* and *Disc1^LI/LI^ Cx3cr1^+/eGFP^* littermates. The dynamic nature of microglia in both *Disc1^WT/WT^* and *Disc1^LI/LI^* mice was evident, with processes continuously scanning the environment, as depicted in the overlaid consecutive images over a 10-min period in Fig. 4D. However, *Disc1^LI/LI^* microglia exhibited a decreased motility index, i.e., surveyed brain area normalized to cell size, compared to WT controls (Fig. 4E). Manual tracking of motile processes further revealed decreased average extension and retraction speeds in *Disc1^LI/LI^* microglia (Fig. 4F). These findings were corroborated by in vitro assessments, which also demonstrated decreased motility in *Disc1^LI/LI^* microglia relative to WT cells (fig. S4), confirming the cell-intrinsic regulation of DISC1 on microglial actin rearrangements and cell motility.

Given the transcriptomic and C1q immunohistochemical evidence indicative of a prophagocytic state in *Disc1^LI/LI^* microglia (Fig. 3), synaptic elimination was investigated at P21—a critical developmental stage for synaptic elimination in the hippocampus. DISC1 deficiency led to a significant increase in the uptake of postsynaptic material during this critical developmental window (Fig. 4, G and H). To determine whether this heightened phagocytic capacity was intrinsic to the *Disc1^LI/LI^* microglia or influenced by the impaired environment, we performed a synaptosome phagocytosis assay on primary cultured *Disc1^LI/LI^* microglia. The uptake of synaptic material was increased after 1 hour (Fig. 4I), yet a significant delay was encountered in the percentage of phagocytic *Disc1^LI/LI^* microglia relative to WT cells (Fig. 4J). These in vitro data indicate that the increased synaptic phagocytosis observed in *Disc1^LI/LI^* microglia is at least partially microglia intrinsic.

### WT microglia restore cognitive and behavioral deficits in *Disc1^LI/LI^* mice

The crucial role of microglia in synaptic modulation and elimination is particularly relevant to cognitive phenotypes. Given the complement-enriched transcriptomic profile, increased C1q levels, and increased phagocytic capacity in actin-impaired *Disc1^LI/LI^* microglia (Figs. 3 and 4, G to J), we hypothesized that deficits in spatial memory, motor skill learning, and repetitive behavior characteristic of full *Disc1^LI/LI^* mice (fig. S5, A to O) are mediated by DISC1 deficiency in microglia specifically. In the absence of a conditional *Disc1^LI/LI^* model, we devised a grafting approach in adult mice consisting of full-body irradiation, transplantation of bone marrow obtained from *Cx3cr1^eGFP/+^* donor mice, and a 2-week regimen of PLX5622 (Fig. 5A). This combination of bone marrow transplantation (BMT) and PLX5622 treatment markedly increases the repopulation of the brain with microglia-like cells arising from the transplanted bone marrow (*35*). Our methodology resulted in robust chimerism rates, with engrafted cells exceeding 85% of the microglial population and resident microglia accounting for 15% in all experimental groups, as evidenced by double eGFP/ionized calcium-binding adaptor molecule (IBA)1 expression of bone marrow–derived microglia-like cells. Our BMT strategy allowed us to both disrupt and restore DISC1 expression specifically in microglia-like cells, in any given background (Fig. 5B), resulting in the following experimental groups: WT → WT (control; black), LI → LI (control; orange), LI → WT (microglia-specific *Disc1* LI model; red), and WT → LI (rescue model; purple).

**Fig. 5.**
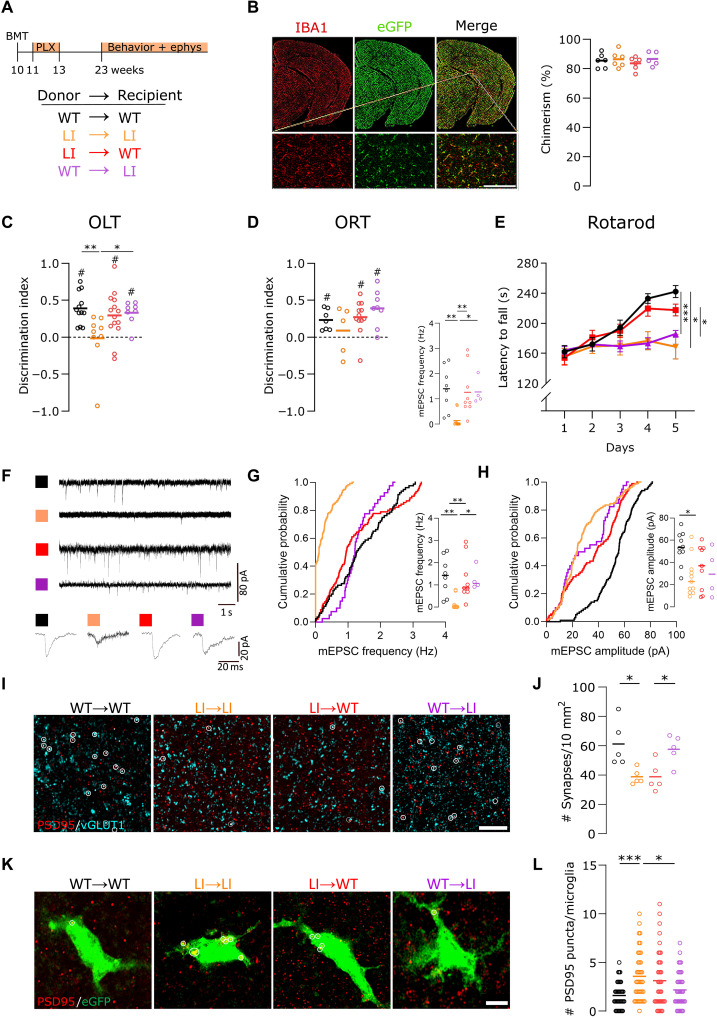
WT microglia-like cells rescue cognitive and synaptic deficits through decreased synaptic elimination in the *Disc1^LI/LI^* hippocampus. (**A**) Experimental setup. Ephys, electrophysiology. (**B**) Representative brain section 13 weeks post-BMT shows that most IBA1-positive microglia-like cells are donor-derived (eGFP^+^). Scale bar, 150 μm. One-way ANOVA with Tukey’s test. (**C**) In the object location test (OLT), LI → LI mice showed a significantly lower discrimination index than WT → WT (*P* = 0.0069) and WT → LI (*P* = 0.0231). (**D**) No significant differences were observed in the object recognition test (ORT). #, significantly different from zero, one-sample *t* test. (**E**) Latency to fall from the rotarod is dependent on recipient genotype (two-way RM ANOVA with Šidák’s test). (**F**) Representative recordings of mEPSCs with an enlarged view of a single synaptic event. (**G**) Cumulative probabilities (Cum. Prob.) of the mEPSC frequencies are plotted. Inset: The corresponding quantitative values of the frequency of mEPSCs per cell. LI → LI versus WT → WT (Cum. Prob. *P* = 0.0001; inset *P* = 0.0027) and versus WT → LI (Cum. Prob. *P* = 0.0048; inset *P* = 0.0440; *n* = 4 to 11 cells). (**H**) Cumulative probabilities and quantification (in inset) of the amplitude of mEPSCs show a significant reduction in the LI → LI mice compared to WT → WT mice (Cum. Prob. *P* > 0.9999; inset *P* = 0.0062) but no significant differences among other groups (*n* = 4 to 11 cells). (**I** and **J**) Vesicular glutamate transporter (vGLUT)1/PSD95 staining in the dorsal hippocampal CA1 region reveals fewer synaptic colocalizations (white circles) in LI → LI (*P* = 0.0223) and LI → WT (*P* = 0.0224) versus WT → WT. Scale bar, 5 μm. (**K** and **L**) Representative images of PSD95^+^ puncta engulfed by dorsal CA1 eGFP^+^ microglia. Scale bar, 5 μm. Quantification shows increased engulfment by LI → LI and LI → WT donor cells (*n* = 40 cells from five mice). [(C) and (D)] Kruskal-Wallis with Dunn’s test. [(G), (H), (J), and (L)] One-way ANOVA with Tukey’s test. *P < 0.05, **P < 0.01, and ***P < 0.001.

Behavioral tests previously revealing significant differences between full *Disc1^WT/WT^* and full *Disc1^LI/LI^* mice (fig. S5, A to O) were repeated in chimeric mice across the four transplantation groups. Impaired spatial memory, measured using the object location test (OLT), was confirmed in *Disc1^LI/LI^* mice receiving *Disc1^LI/LI^* bone marrow (LI → LI) when compared to WT → WT mice (Fig. 5C). Notably, *Disc1^WT/WT^* mice receiving *Disc1^LI/LI^* bone marrow (LI → WT) exhibited no significant differences compared to the WT → WT group, indicating that the memory impairment in full *Disc1^LI/LI^* mice could not be induced by repopulating *Disc1^LI/LI^* microglia-like cells in adult *Disc1^WT/WT^* recipients (Fig. 5C). Transplanting *Disc1^WT/WT^* bone marrow in *Disc1^LI/LI^* mice (WT → LI) restored the discrimination index to control levels (WT → WT), indicating a rescue of the memory capacity in the WT → LI group when compared to LI → LI mice. A similar trend was observed in the object recognition test (ORT) (Fig. 5D). Mouse behavior in the rotarod test, water splash test, and forced swim test was neither affected nor rescued by transplanting *Disc1^LI/LI^* bone marrow in *Disc1^WT/WT^* mice (LI → WT) and transplanting *Disc1^WT/WT^* bone marrow in *Disc1^LI/LI^* mice (WT → LI), respectively (Fig. 5E and fig. S5, P and Q). The marble burying test did not yield significant differences among the four groups (fig. S5R). However, the impaired nestlet shredding behavior of *Disc1^LI/LI^* mice was rescued by *Disc1^WT/WT^* BMT (WT → LI) (fig. S5S).

In conclusion, repopulating the brain of *Disc1^LI/LI^* recipient mice with adult *Disc1^WT/WT^* microglia-like cells restores cognitive function in the OLT. These data suggest that cytoskeletal disruptions in adult microglia induced by DISC1 deficiency significantly contribute to cognitive symptoms in NDDs.

### WT microglia rescue synaptic function and number in *Disc1^LI/LI^* mice

Because the dorsal hippocampus mediates cognitive processes, such as memory, navigation, and exploration, we focused on the dorsal cornu ammonis 1 (CA1) region of the hippocampus to understand how transplantation with WT bone marrow mitigates the spatial memory deficits of *Disc1^LI/LI^* mice. To assess the impact of microglial DISC1 deficiency on synaptic transmission in CA1 pyramidal neurons, we used whole-cell patch-clamp recordings in acute brain slices of the four chimeric groups after they underwent the battery of behavioral tests (Fig. 5A). The LI → LI glutamatergic neurons exhibited a decreased frequency of miniature excitatory postsynaptic currents (mEPSCs; Fig. 5, F and G) and spontaneous EPSCs (sEPSCs; fig. S6B) compared to the WT → WT mice, suggesting a reduction in excitatory connectivity and a lower number of synapses on CA1 pyramidal neurons. The amplitude of sEPSCs remained largely unchanged (fig. S6C), and the mEPSCs were significantly different in amplitude in the WT → WT versus LI → LI condition (Fig. 5H). These changes in excitatory synaptic transmission were consistent with those observed in the full *Disc1^LI/LI^* model, confirming that they were not artifacts of the BMT procedure (fig. S6, D to G). The LI → WT and WT → LI mice demonstrated frequencies of sEPSCs and mEPSCs similar to those of WT → WT mice, which correlated with their preserved ability to remember spatial information (Fig. 5, F and G, and fig. S6B). Although we cannot exclude a contribution of disrupted synaptic facilitation, our data suggest that the spatial memory deficits in the LI → LI group are associated with a reduced number of synapses on dorsal CA1 neurons.

The functional deficit in synaptic connectivity was validated by a colocalization staining for presynaptic (vGLUT1) and postsynaptic density 95 (PSD95) proteins to measure synapse numbers in the dorsal CA1 region of the hippocampus. As expected, the LI → LI group exhibited a significant reduction in excitatory glutamatergic synapses compared to the WT → WT mice (Fig. 5, I and J). Given the absence of spatial memory deficits, we expected the synaptic density levels in the WT → WT group and experimental groups (LI → WT and WT → LI) to be comparable. However, the LI → WT group exhibited synaptic densities akin to those observed in the memory-impaired LI → LI group. This pattern persisted when examining synaptic engulfment, where puncta of postsynaptic material (PSD95) were quantified in donor bone marrow–derived cells in the hippocampal CA1 region (Fig. 5, K and L). The LI → WT mice displayed postsynaptic material uptake by donor cells comparable to that of the LI → LI group. The WT → LI mice exhibited a substantial restoration of synaptic density compared to the LI → LI mice. In addition, the donor microglia-like cells in the WT → LI group showed diminished synaptic protein uptake, indicating a decrease in synaptic elimination (Fig. 5, K and L).

In summary, these findings suggest that neuronal circuit vulnerability to aberrant microglial activity—such as excessive elimination of functional synapses—likely precedes adulthood and may be restricted to early developmental stages, as adult transplantation of *Disc1^LI/LI^* microglia in WT brains did not result in spatial memory deficits. Conversely, replacing the microglia in adult *Disc1^LI/LI^* mice with WT bone marrow-derived cells, which have normal actin cytoskeleton rearrangements, effectively restores synaptic function and reverses deficits in memory consolidation.

## DISCUSSION

The actin cytoskeleton, along with its regulatory proteins, is closely linked to NDDs (*3*–*16*, *20*–*22*). In contrast to the dogmatic neuronal focus of existing research, our study shifts the perspective to explore how the actin cytoskeleton of microglia specifically contributes to cognitive impairments associated with these disorders. We propose a model in which microglial cytoskeletal disorganization, here induced by the deletion of a regulating hub protein, DISC1, impairs phagocytosis, reduces synapse number, and weakens synaptic function within the CA1 region of the hippocampus, ultimately contributing to spatial memory deficits similar to those observed in NDDs including schizophrenia (*36*). These findings offer insight into the role of microglial cytoskeletal regulation in adult brain function, highlighting how deficits in actin remodeling can negatively affect cognition.

While our study emphasizes the cell-intrinsic role of DISC1 in microglia, we fully acknowledge that DISC1 is broadly expressed in the brain and critically regulates neuronal development, signaling, and synaptic function (*37*–*39*). Neuronal dysfunction resulting from DISC1 deficiency is therefore a likely contributor to the overall behavioral phenotype observed in full *Disc1* LI mice. However, our aim was to build upon this established body of work by uncovering additional, microglia-specific roles for DISC1. To isolate these effects, we used a bone marrow transplantation (BMT) strategy in which WT or *Disc1^LI/LI^* hematopoietic precursors repopulate the brain of WT or *Disc1^LI/LI^* hosts. This approach allowed us to dissect the contribution of DISC1 within microglia-like cells in a WT or DISC1-deficient brain environment. A particular feature of our microglia repopulation approach is its ability to reverse specific developmental cognitive deficits in adulthood while leaving motor learning unaffected. This indicates that only certain developmentally miswired connections can be restored by introducing WT microglia-like cells into the adult DISC1-impaired brain, pointing to region-specific microglial activity and/or a differential role of microglia in various neurotransmitter systems. This suggests that microglial DISC1 specifically contributes to neuronal outcomes. Given its high plasticity, the hippocampus is likely particularly reliant on proper microglial function and intact cytoskeletal regulation (*36*). Complementing this, we performed in vitro assays using purified primary microglia in the absence of neurons, confirming that DISC1 regulates microglial behavior—including cytoskeletal organization, motility, and synaptic phagocytosis—in a cell-autonomous manner. These complementary approaches demonstrate that DISC1 deficiency within microglia is sufficient to alter key phagocytic and functional properties, independent of neuronal influence.

In line with the observed cognitive impairments, we sought to better understand how DISC1 regulates microglial phagocytic behavior through cytoskeletal remodeling. Our findings demonstrate that *Disc1^LI/LI^* microglia undergo a shift in cytoskeletal architecture, characterized by a reduced capacity to form ARP2/3-dependent lamellipodia and enhanced formation of formin-driven filopodia. This reorganization is supported by transcriptomic profiling, revealing down-regulation of ARP2/3-complex components and up-regulation of formin-related transcripts, as well as imaging analyses showing increased Formin1 levels upon DISC1 deficiency. These cytoskeletal changes are particularly relevant in the context of phagocytosis, where two actin-dependent engulfment modes have been described in phagocytic cells (*23*). 

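Beyond the genes discussed above, the formin family as a whole had 10 measured genes in microglia-like cells, with 3 higher and 7 lower in *Disc1 LI/LI*, and a median log2 ratio of -0.40 (-0.58 to -0.22) at the percentile 10.6 of random lists. The WAVE and Rac pathway had 11 measured genes, with 3 higher and 8 lower, and a median of -0.16 (-0.20 to -0.11) at the percentile 27.6. In all cells, the median of the ARP2/3 genes was 0.52 (0.50 to 0.54). Cell types are mixed in this median. Neutrophil-like cells were 1.71% of *Disc1 WT/WT* and 45.2% of *Disc1 LI/LI* cells. Their *Actr3* level was 919 and 670 CPM, against 304 and 264 in microglia-like cells. The median in all cells is therefore not read as a change within microglia.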

Lamellipodial phagocytosis internalizes larger targets and is ARP2/3-dependent, whereas filopodial phagocytosis enables the engulfment of small or spatially restricted targets via formin-mediated mechanisms. Given that synapses are discrete and microglia operate within spatially constrained brain microenvironments, we propose that microglia may favor filopodial phagocytosis, contributing to excessive uptake of synaptic material upon DISC1 deficiency. This interpretation aligns with our findings of increased filopodia dynamics and enhanced synaptic engulfment in *Disc1^LI/LI^* microglia, providing plausible mechanistic insight into how DISC1-dependent cytoskeletal pathways might influence phagocytic selectivity and efficiency. Moreover, the coexistence of enhanced synaptic engulfment and reduced motility corresponds with the filopodia-rich morphology of *Disc1^LI/LI^* microglia. The loss of lamellipodia likely impairs broad membrane ruffling required for surveillance, whereas the increased number and motility of filopodia may enhance the ability to engulf and internalize synaptic elements. This reasoning supports the finding that DISC1-deficient microglia undergo a functional transition that impairs surveillance yet promotes synaptic elimination.

Although DISC1 mutations are rare and not commonly detected in genome-wide association studies for specifically categorized diagnostic criteria such as schizophrenia, this model has been invaluable for uncovering the mechanisms behind cytoskeletal dysfunction in NDDs in a cross-disease manner. As a scaffold protein, DISC1 interacts with various cytoskeletal regulators of which many are implicated in NDDs, hence coordinating their function in both neurons and microglia (*3*–*16*, *20*–*22*). DISC1 deficiency enables the exploration of cytoskeletal disruptions that extend beyond genetic risk factors associated with common NDD variants. By investigating how microglial cytoskeletal dynamics contribute to synaptic maintenance and plasticity, our findings highlight that targeting microglial cytoskeleton regulation is useful in addressing cognitive impairments linked to NDDs, even in adulthood.

## MATERIALS AND METHODS

### Animals

All animal experiments complied with the European Community guiding principles and were approved by the Ethical Committee on Animal Research of Hasselt University. Animals were group housed (unless otherwise stated) in a temperature (21°C)– and humidity-controlled room with ad libitum access to food and water on a 12-hour light-dark cycle. The *Disc1* LI model was created as described in (*37*–*40*). Homozygous mutated (*Disc1^LI/LI^*) and WT (*Disc1^WT/WT^*) littermates were bred from heterozygous *Disc1* LI mice. A double mutant *Disc1^LI/LI^ Cx3cr1^eGFP/+^* mouse model was created in-house, expressing eGFP under the *Cx3cr1* promoter, marking all monocyte-derived cells, including microglia, as green fluorescent (*41*). *Cx3cr1^eGFP/eGFP^* mice were sourced from the European Mouse Mutant Archive institute with S. Jung’s approval (Weizmann Institute of Science). *Disc1^WT/WT^ Cx3cr1^eGFP/+^* and *Disc1^LI/LI^ Cx3cr1^eGFP/+^* littermates were bred by crossing *Disc1^WT/LI^ Cx3cr1^eGFP/eGFP^* males with *Disc1^WT/LI^ Cx3cr1^+/+^* females. Age-matched mice of either sex were used for all experiments and combined with littermate controls.

### BMT and microglial depletion

Recipient 10-week-old *Disc1^WT/WT^* and *Disc1^LI/LI^* mice were anesthetized intraperitoneally with ketamine (30 mg/kg) and xylazine (5 mg/kg) in sterile phosphate-buffered saline (PBS) before being γ-irradiated with a sublethal dose of 8 grays. Immediately after irradiation, mice received an intravenous injection of 5 × 10^6^ bone marrow cells in sterile PBS from the tibia and femurs of 6-week-old sex-matched *Disc1^WT/WT^ Cx3cr1^eGFP/+^* and *Disc1^LI/LI^ Cx3cr1^eGFP/+^* mice. Bone marrow cells haploinsufficient at the *Cx3cr1* (*Cx3cr1^eGFP/+^*) locus are favored in central nervous system engraftment and generation of microglia-like progeny cells as compared to WT (*Cx3cr1^+/+^*) counterparts (*42*). Mice were given filtered tap water with Neomycin (100 mg/liter; Gibco, USA) and Polymyxin B sulfate (60,000 U/liter; Sigma-Aldrich, USA) for 2 weeks before and 2 weeks after irradiation. One week post-BMT, mice received chow with colony-stimulating factor 1 receptor (CSF1R) inhibitor PLX5622 [standard chow (1200 mg/kg); Chemgood, USA] for 2 weeks (*43*). Experiments began 13 weeks after BMT.

### Behavioral tests

Behavioral tests were conducted every other day during the light phase (50 lux) (unless otherwise stated) (*44*). The experimental timeline progressed from less to more aversive tests, and mice were accustomed to handling.

#### General, instinctive, and repetitive behavioral tests

##### Strength tests

On a grip strength apparatus, an animal grasped a small grid with its front and hind paws while being gently pulled backward until it released the handle (*45*). The maximum force (N) of the animal’s grip was recorded. The latency to fall from an inverted metal cage grid was analyzed as a measure of strength as well (*46*).

##### Marble burying test

Mice were individually placed in standard polycarbonate filtertop cages (*L* × *B* × *H*: 26 cm by 48 cm by 20 cm) filled with 7-cm clean bedding. Twenty standard glass marbles were arranged in a 4 × 5 grid pattern on top of the bedding. Mice were left undisturbed in the test cage for 30 min. A marble was counted as “buried” if at least 75% of it was submerged by bedding.

##### Nest building and nestlet shredding

Mice were individually placed in standard polycarbonate filtertop cages filled with clean bedding and a preweighed cotton fiber nestlet square (5 cm by 5 cm, 5 mm thick; Bio Services, The Netherlands). Mice were left undisturbed for 30 min or 24 hours. The weights of the remaining nonshredded nestlet material were determined after 24 hours of drying to calculate the percentage of nestlet shredded. The nestlets were scored as described in (*47*): (i) nestlet seemed untouched, (ii) nestlet was minimally shredded, (iii) nestlet was mostly shredded without an identifiable nest, (iv) nestlet was mostly shredded and identifiable as a flat nest, and (v) nestlet was mostly or completely shredded and identifiable as a proper nest in the form of a crater.

##### Water spray test

The mouse was put in a plastic test chamber (*L* × *B* × *H*: 38 cm by 38 cm by 50 cm), placed toward the spray nozzle (20 to 30 cm away), and sprayed four times with room-temperature water to adequately coat the mouse’s dorsal surface with mist. The induced self-grooming behavior of the mouse was recorded for 15 min.

#### Anxiety and depression assessments

##### Dark-light shuttle box

The apparatus was a box (*L* × *B* × *H*: 42 cm by 21 cm by 21 cm) divided into a dark and light compartment of equal size. A small opening joined the two compartments, and the light compartment was recorded. A mouse was placed in the light compartment and allowed to move freely for 10 min. The cumulative time spent in the light compartment was analyzed.

##### Elevated zero maze

The apparatus consisted of a black circular arena (50 cm in diameter, 5-cm path width, and 70 cm above floor level). A mouse was placed in the middle of an open arm, and behavior was recorded for 5 min.

##### Open field test

The open field apparatus was a white squared arena of 38.5 cm. A mouse was placed in a corner of the arena, facing the wall, and allowed to roam freely for 20 min. The trajectory was recorded for 20 min via a video camera connected to a video tracking system (EthoVision, Noldus, The Netherlands) (*48*, *49*). The time spent in different areas of the open field (center versus walls + corners) was analyzed in the first 5 min.

##### Tail suspension test

The mouse tail was introduced in a plastic cylinder to avoid tail climbing, and tape was applied to 2 cm of the tail tip, suspending the mouse ~1 m above the floor. Immobility time (none of the four paws moving) was measured during a 6-min trial.

##### Forced swim test

Measuring beakers (*D* × *H*: 14 cm by 18 cm) were filled with tap water (25 ± 1°C) to a depth of 10 cm. Mice were suspended by their tail and carefully placed in the water individually. Their subsequent mobility was recorded for 6 min. Cumulative time spent mobile [i.e., any movements other than those necessary to balance the body and keep the head above the water (*50*)] was analyzed during the last 4 min.

#### Cognitive tests

##### Object location task

Cognitive testing was performed during the dark phase, with individually housed mice given minimal cage enrichment. The object location task (OLT) assesses spatial memory and discrimination as previously described (*51*). The apparatus was a circular polyvinyl chloride arena (40 cm by 40 cm) with a transparent front half and a floor illuminated at 20 lux. Four sets of objects were used: a white cube with rounded edges and a smaller, cylindric-shaped bottom stand (5 cm by 5 cm by 8.5 cm), a solid aluminum cube with a square bottom and tapering top (4.5 cm by 4.5 cm by 8.5 cm), a brass bullet-shaped object (3 cm by 11 cm), and a solid metal cube (5 cm by 3 cm by 7.5 cm) with two holes of 0.5 cm. Mice first explored the empty arena twice and then explored the arena with two objects for 2 days, with objects being immovable and their type and location balanced.

Each testing session included two 4-min trials in the test apparatus with a 3-hour intertrial interval in their home cage. During the learning trial, two identical objects were placed symmetrically on the midline of the arena. In the test trial, one object was moved 10 cm forward or backward. Exploration time was manually recorded, defined as the mouse directing its nose to (< 2-cm distance) or touching the object. Sitting on the object was not considered exploration. Mice with exploration times less than 4 s during the learning trial were excluded. The discrimination index, representing memory performance, was calculated as (time exploring the moved object – time exploring the stationary object)/(total exploration time), providing a relative measure of memory performance.

##### Novel object recognition task

The novel object recognition task assesses recognition memory (*52*). The apparatus, objects, exclusion criteria, and analysis are identical to those in the OLT experiment. The test setup is similar to the OLT with minor adjustments. A testing session consisted of two 4-min trials with a 4-hour interval. In the learning trial, two identical objects were placed symmetrically on the midline of the arena. In the test trial, one object was replaced by a novel object. The discrimination index, representing memory performance, was calculated as (time exploring the novel object – time exploring the familiar object)/(total exploration time).

##### Y-maze

The Y-maze alternation task assesses spatial working memory (*53*, *54*). The apparatus consisted of three enclosed transparent plastic arms set at a 120° angle and spatial cues surrounding the testing apparatus. Mice are placed at the center and allowed to explore for 6 min. An alternation is defined as entries into all three arms consecutively. The maximum alternations equal the total arm entries minus two, and the percentage spontaneous alternation is calculated as (actual alternations/maximum alternations) × 100. A significantly higher percentage than 50% indicates well-functioning working memory.

##### Rotarod motor learning test

To assess the acquisition of skilled behavior in mice, a modified rotarod test was used to emphasize learning (*55*). Mice were placed on a 3-cm-diameter drum of an accelerated rotarod machine (Ugo Basile) with their heads pointing away from the observer. The speed increased from 4 to 60 rpm over 5 min. The latency to fall from the rod was recorded manually. The time after which an animal made three consecutive turns on the rod was also registered as the end time of the trial. To evaluate long-term memory, the test was conducted three times per day with 1-hour intervals for five consecutive days. The average time to fall was plotted per day to assess motor learning skills.

### Electrophysiology

Adult (23-week-old) animals were euthanized by decapitation. Brains were rapidly removed and placed in an ice-cold cutting solution containing 140 mM C_5_H_14_ClNO, 2.5 mM KCl, 1.25 mM NaH_2_PO_4_, 7 mM MgCl_2_, 26 mM NaHCO_3_, 0.5 mM CaCl_2_, and 15 mM d-glucose, equilibrated with a 95% O_2_−5% CO_2_ mixture. Coronal slices, 300 μm thick, were prepared using a vibratome (VT1200S, Leica) and allowed to recover for 1 hour at 34°C in artificial cerebrospinal fluid (aCSF) composed of 120 mM NaCl, 2.5 mM KCl, 1.25 mM NaH_2_PO_4_, 2 mM MgCl_2_, 25 mM NaHCO_3_, 2 mM CaCl_2_, and 10 mM d-glucose. Recordings were conducted on pyramidal neurons in the CA1 of the dorsal hippocampus. During recordings, slices were perfused with aCSF (124 mM NaCl, 2.7 mM KCl, 1.25 mM NaH_2_PO_4_, 1.3 mM MgSO_4_, 26 mM NaHCO_3_, 2 mM CaCl_2_, 18 mM d-glucose, 2 mM HC_6_H_7_O_6_, and 95% O_2_–5% CO_2_) at a rate of 1 to 2 ml/min at 34°C. Whole-cell voltage-clamp recordings were performed using borosilicate-glass pipets (Hilgenberg) with resistance of 5 to 7 megohm, pulled with a micropipette puller (P-1000, Sutter Instruments). sEPSCs and mEPSCs were recorded at a holding potential of −70 mV using a Digidata 1440A amplifier (Axon Instruments, USA) controlled by pCLAMP software (Axon). The intracellular solution contained 120 mM CsMeSO_3_, 1 mM MgCl_2_, 1 mM CaCl_2_, 10 mM CsCl, 10 mM Hepes, 1 mM QX-314, 11 mM EGTA, 2 mM Na_2_–adenosine 5′-triphosphate, and 0.3 mM Na–guanosine 5′-triphosphate (pH 7.3). sEPSCs were recorded in the presence of 10 μM gabazine, 1 μM strychnine, and 0.1 μM dihydro-β-erythroidine to isolate glutamatergic events by minimizing γ-aminobutyric acid–mediated, glycinergic, and cholinergic contributions, respectively. For mEPSCs, 1 μM tetrodotoxin was added to the sEPSC-modified aCSF. Analysis of the synaptic events was performed in the NeuroExpress software. The recordings were split into segments of *X* s before analysis, allowing quantification and visualization of low or zero frequencies in cumulative distribution plots. Mean frequency and amplitudes were quantified for no more than two cells per mouse, ensuring adequate representation of biological variability.

### Human iMicroglia

Fetal human microglia were obtained at a premyelinating gestational age of 14 to 20 weeks, and adult human microglia were sourced from normal-appearing white matter resected during frontal or temporal lobe surgeries for non–tumor-related intractable epilepsy, following published procedures (*56*). iMicroglia precursors (from iPSC line AH016-3 Lenti_RFP_IP) and neurons (from iPSC line SFC856-03-03) were cocultured to obtain differentiated iMicroglia as described in (*57*). For Western blot analysis, red fluorescent protein (RFP)^+^–iMicroglia were sorted from the coculture using fluorescence-activated cell sorting (FACS).

### Primary microglia isolation from mice

Cerebral microglia were isolated as described previously (*58*). Briefly, P1 to P3 mouse brains were dissected. The cerebellum and meninges were removed. Cerebra were disintegrated in Dulbecco’s modified Eagle’s medium (DMEM) with 1% penicillin/streptomycin (P/S). Cell suspensions were filtered (70 μm), centrifuged (5 min at ×500*g*), and resuspended in DMEM with 10% fetal calf serum, 10% horse serum, and 1% P/S. Cells were seeded in poly-d-lysine (PDL; 20 μg/ml)–precoated flasks and incubated at 37°C and 5% CO_2_. After 5 to 7 days, the medium was refreshed and supplemented with 30% CSF1-conditioned medium collected from L929 cells. After 7 to 10 days, primary microglia were separated from the mixed glial culture by orbital shaking (3 hours at 230 rpm at 37°C) and seeded onto PDL-precoated (20 μg/ml) glass coverslips (10^5^ cells per well), 96-well plates (10^5^ cells per well), 24-well plates (250 × 10^3^ cells per well), or 35-mm MatTek glass-bottom dishes (10^5^ cells per dish). Experiments were performed within 3 to 5 days after seeding.

### In vitro phagocytosis assay

The flow cytometric phagocytosis assay was performed as described previously (*59*). Primary microglia were seeded in PDL (20 μg/ml)–precoated 96-well plates and incubated with 1,1′-dioctadecyl-3,3,3′,3′- tetramethylindocarbocyanine perchlorate (DiI)–stained synaptosomes isolated using Syn-PER Synaptic Protein Extraction Reagent (Thermo Fisher Scientific) for 10, 30, 60, or 120 min at 37°C and 5% CO_2_. Cells were then washed, detached, and resuspended in filtered FACS buffer [PBS, 2% fetal bovine serum (FBS), and sodium azide] on ice. Data were acquired using the FACSAria II and analyzed with FACSDiva 6.1.3 software (BD Biosciences). Debris and clumped cells were excluded using forward scatter/side scatter dot plots. At least 10,000 cells were acquired per sample. To distinguish synaptosome internalization from membrane attachment, a control experiment in which cells were incubated with synaptosomes at 4°C was used as a negative control for phagocytosis.

### Immunofluorescence, imaging, and analyses

#### Immunocytochemistry and imaging

Primary microglia were fixed with 4% paraformaldehyde (PFA) for 15 min and washed three times with washing buffer (0.2% Triton X-100 in 1× PBS) for 5 min each. Cells were then incubated with blocking buffer (0.2% Triton X-100, 0.3% Tween 20, and 5% bovine serum albumin) for 1 hour at room temperature. The blocking buffer contained 5% sucrose for F-actin staining. Primary antibodies [β-tubulin (1:1000), St John’s Laboratory; Formin1 (1:300), Bioss Antibodies; and C1q (1:500), Abcam] were incubated overnight at 4°C. The next day, the secondary antibodies (1:1000; Thermo Fisher Scientific), optionally combined with Phalloidin–Alexa Fluor 647 (1:40; Thermo Fisher Scientific), were incubated for 1 hour at room temperature. After washing, cells were incubated with 4′,6-diamidino-2-phenylindole (DAPI; 1:10,000) for 15 min, and mounted onto glass slides with Fluoromount-G (Thermo Fisher Scientific). Three-dimensional (3D) Airyscan images were captured using a Zeiss LSM 880 confocal microscope with a Plan-Apochromat 63x/1.4 Oil differential interference contrast (DIC) M27 oil immersion objective lens. Z-stacks encompassed the entire cell with a *z*-scaling of 250 nm and a pixel size optimized to 47 × 47 nm. The microscope, acquisition configuration, and data processing were managed with ZEN Black 2.6 SP1 software. Image analysis was performed using Fiji and ImageJ plugins, including the actin distribution quantification (*60*).

#### Live-cell F-actin imaging

Primary microglia cultured in glass-bottom dishes (300 × 10^3^ cells per dish), precoated with PDL (20 μg/ml), were transduced with a LifeAct-mScarlet Lentivirus in combination with polybrene (8 μg/ml; Santa Cruz Biotechnology, USA) for 7 to 8 hours and washed afterward. The LifeAct-mScarlet plasmid was provided by H. E. de Vries [Amsterdam University Medical Center (UMC)]. Five days after transduction, cells were rinsed and imaged in Krebs [150 mM NaCl, 6 mM KCl, 10 mM Hepes, 10 mM glucose, 1.5 mM CaCl_2_, and 1 mM MgCl_2_ (pH 7.4)]. Live-cell F-actin images were obtained on the Zeiss Elyra PS.1 with a Plan-Apochromat 63x/1.40 Oil DIC M27 objective [numerical aperture (NA) of 1.40], at 512 × 512 pixels every 6 s for 5 min, followed by SIM processing [imaging and analysis protocols are adapted from (*61*)].

Analysis of F-actin dynamics in filopodia was performed using the PIVlab toolbox in MATLAB release 2021a (9.10.0.1649659) as described before (*61*). The contrast was enhanced using a contrast-limited adaptive histogram equalization (set at 20 pixels) and denoised (set at 3 pixels) using preprocessing built-in options. Particle displacements were quantified using a fast Fourier transform window deformation algorithm in interrogation areas of 32 pixels (pass 1) and 16 pixels (pass 2). Velocity vectors were filtered to exclude low contrast areas, and heatmaps representing velocity magnitudes were generated.

For analysis of F-actin dynamics in lamellipodia, all images were processed using Fiji software as described before (*61**–**64*). Each slice of every stack was filtered (median filter = 1), followed by subtraction of background with a ball size of 30. The 3D stacks were then registered for drifting by applying the StackReg plugin with rigid body transformation (*65*). All lamellipodia regions were manually binarized by applying the Huang threshold. Threshold values were set to ensure the presence of the lamellipodia in all the different frames. To quantify the covered area by a lamellipodium, for each movie, consecutive binarized images were pairwise subtracted to generate a new movie consisting of pixels that represent moving lamellipodia. The covered area was then calculated as the sum of these pixels over a time span of 5 min.

#### Raster image correlation spectroscopy

The pCAGEN backbone (no. 11160, Addgene) was used to generate constructs expressing eGFP fused to the C- or N- terminus of human *DISC1* (NM_001012957) under the CAG promoter using EcoRI/Nhe1 and Nhe1/NotI restriction sites, respectively. The negative control vector contained only the eGFP sequence. Ligations were performed with the rapid DNA dephosphorylation and ligation kit (Roche), and plasmids were isolated with a plasmid DNA purification kit (MACHEREY-NAGEL) according to the manufacturer’s instructions.

Microglial BV2 cells were seeded in Ibidi eight-well chambered #1.5 polymer coverslips at a density of 20,000 cells per well in DMEM supplemented with 10% FBS and 1% P/S (37°C and 5% CO_2_). Cells were magnetofected using Glial-Mag with 250 ng of either pCAGEN (DISC1 or control) plasmid along with 200 ng of mCherry-LifeAct plasmid, according to the manufacturer’s instructions. Before imaging, cells were washed with PBS and incubated with SPY650-tubulin (1:2000; Spirochrome) diluted in phenol red–free OptiMEM for 1 hour.

For imaging, a Zeiss LSM 880 laser scanning microscope with Plan-Apochromat 63x/1.2 Water objective (NA of 1.2) and MBS488/543/633 beam filter was used. eGFP, mCherry-LifeAct, and SPY650-tubulin were excited with 488-nm argon-ion (0.8 μW), 543-nm helium-neon (4 μW), and 633-nm helium-neon (3 μW) lasers. The detection for each of the respective channels was 490 to 543 nm, 579 to 614 nm, and 678 to 730 nm. For each measurement, at least 100 frames were acquired at 4 μm above the membrane of the cells. Images contained 256 × 256 pixels with 50-nm pixel size to have multiple pixels in the point-spread function. Pixel dwell, line, and image times were set to 8.19 μs, 4.92 ms, and 1.26 s, respectively. Detection of fluorescence emission light occurred in photon-counting channel mode. All the measurements were carried out at room temperature. Analyses were performed in the software package PAM as described in (*66*, *67*). Briefly, slow fluctuations, such as cell and cell organelle movement, and spatial inhomogeneities were removed from the raw image data with a high-pass filter. The autocorrelation function was calculated by correlating the different frames using the arbitrary-region RICS algorithm (*66*)

$$G\left(\xi ,\psi \right)=\frac{\langle \delta I_{\text{RICS}}\;\left(x,y\right)\cdot \delta I_{\text{RICS}}\;\left(x+\xi ,y+\psi \right)\rangle }{{\langle I_{\text{RICS}}\rangle }^{2}}$$

where ξ and ψ are the spatial lags in pixels, the · is the correlation operator, the angled brackets represent the average of all included pixels within the cytosolic mask, and *<I_RICS_>* is the average of all moving-average corrected pixels included in the region of interest used for analysis. Hence, the nucleus was excluded from the analysis. Last, the diffusion coefficient was calculated by

$$\begin{array}{c} G\left(\xi ,\psi \right)=\frac{\gamma }{N}\;{\left(1+\frac{4D\;|\xi \tau_{p}+\psi \;\tau_{l}\;|}{\omega_{r}^{2}}\right)}^{-1}\;\text{exp}\left[-\frac{\delta r^{2}\left(\xi^{2}+\psi^{2}\right)}{\omega_{r}^{2}+4D\;|{\xi \tau }_{p}+\psi \;\tau_{l}\;|}\right] \end{array}$$

where γ is the shape factor for a 2D Gaussian and equals 2^–3/2^, and τ_p_ and τ_l_ are pixel and line dwell times, δ_r_ is the pixel size, and ω_r_ is the lateral waist of the focus determined by calibration measurements of Atto 488 diffusing freely in solution at 23°C.

#### Adult acute living brain slices

Mice were euthanized by decapitation, followed by quick brain dissection in oxygenated ice-cold slicing solution containing 120 mM *N*-methyl-d-glucamine, 2.5 mM KCl, 25 mM NaHCO_3_, 1 mM CaCl_2_, 7 mM MgCl_2_, 1.2 mM NaH_2_PO_4_, 20 mM d-glucose, 2.4 mM Na^+^ pyruvate, 1.3 mM Na^+^-l-ascorbate (pH 7.3 to 7.4) at ~300 mosmol. Brains were coronally sliced (300 μm thick) using a vibratome (VT1200S, Leica) and allowed to recover for 1 hour at 36°C in oxygenated aCSF containing 126 mM NaCl, 2.5 mM KCl, 26 mM NaCHO_3_, 2 mM CaCl_2_, 2 mM MgCl_2_, 1.25 mM NaH_2_PO_4_, 10 mM d-glucose (pH 7.3 to 7.4) at ~300 mosmol. Experiments were performed under continuous perfusion of oxygenated (95% O_2_ and 5% CO_2_) aCSF at room temperature to preserve slice health. Acute brain slice imaging was performed using a Zeiss LSM 880-NLO-Airyscan confocal microscope (LD C-Apochromat 40x/1.10 W Korr M27) provided with a Mai Tai DeepSee Ti:Sapphire-pulsed laser tuned at 920 nm (13-mW intensity and 1.54-μs pixel dwell). Stacks were recorded starting from a minimum depth of 50 μm above the surface of the slice to avoid cells being activated by slicing (*68*, *69*). A z-stack spanning 14 μm with a 1-μm depth interval and serial optical sections at 512 × 512 pixels (125.03 μm by 125.03 μm) was acquired every min for 10 min. Each line was scanned four times with a depth of 16 bits, and line averaging was used to improve the signal-to-noise ratio of the images. For imaging, the laser power was adjusted to ~13 mW.

Images were processed using Fiji software as described before (*61*). For motility index quantification, the number of new pixels (additions) at each time point was normalized to the total number of pixels in the cells (cell size), therefore giving a quantification of motility normalized to cell size. The extension and retraction speed of microglial processes were calculated by tracking individual branches using the MTrackJ plugin (*70*) for a total duration of 10 min.

#### Fixed brain slices

##### Colocalization and phagocytosis analysis

Three hundred–micrometer–thick free-floating sections were prepared as described for electrophysiological recordings and fixed overnight in 4% PFA. Antigen retrieval was performed in 10 mM citrate buffer (pH 8.5) at 80°C for 30 min. After rinsing in PBS, sections were blocked in 5% normal donkey serum and 5% normal goat serum for 1 hour and then incubated overnight with primary antibodies: rabbit anti-PSD95 (1:500; Alomone Labs) and mouse anti-vesicular glutamate transporter 1 (vGLUT1, 1:2000; Merck Millipore). The next day, sections were rinsed, stained with secondary antibodies [goat anti-mouse A555 (1:500) and goat anti-rabbit A647 (1:500), Thermo Fisher Scientific], counterstained with DAPI, and mounted. Images were captured in Airyscan mode on a Zeiss LSM 880-NLO-Airyscan confocal microscope (AxioObserver Z.1, Zeiss) with a Plan-Apochromat 63x/1.40 Oil DIC M27 objective. Excitation of Alexa Fluor 488, 555, and 647 was achieved using argon-ion (488 nm), He-Ne (543 nm), and He-Ne (647 nm) lasers, respectively. Image processing was conducted using Fiji software (ImageJ). Colocalization was defined as a distance of less than 50 nm between channels after applying a 1.10% threshold (*71*). Synaptic engulfment was identified when puncta were entirely within the microglial cell body.

##### Microglial morphology

Mice were anesthetized by intraperitoneal injection of 2.5 mg/g (body weight) of Dolethal (Virbac AH) and transcardially perfused with cold PBS containing heparin [20 IU; Heparin LEO (5000 IU/ml)], followed by 4% cold PFA. Brains were dissected and incubated in 4% PFA overnight at 4°C, washed with PBS, and kept in PBS-azide (0.01%) until slicing. Free-floating sections (100 μm) were cut using a Microm HM 650V Vibratome and stained with DAPI for 15 min. The sections were mounted on microscope slides (Thermo Fisher Scientific) and coverslipped in fluorescent Immu-Mount medium. Cortical sections were imaged using a confocal microscope (Zeiss LSM 880-NLO-Airyscan), and eGFP^+^ microglia or microglia-like cells infiltrated after BMT were visualized using the Argon 488-nm laser. Microglial cells were imaged within a 20-μm z-stack (slice thickness of 1 μm) at 3136 × 3136 pixels (267.18 μm by 267.18 μm) using a Plan-Apochromat 63x/1.40 Oil DIC M27 objective.

Microglial morphology was assessed by Sholl analysis as described in (*61*, *62*, *72*). Briefly, cell reconstructions were performed using 3D automatic cell tracing in Vaa3D software (www.vaa3D.org) using the APP2 (All-path-pruning 2.0) algorithm to generate 3D skeletons of the ramified microglia (*73*). The morphological features were analyzed using a length-based hierarchical pruning method, as previously described by Kyrargyri *et al*. (*62*). Custom codes in MATLAB are available at https://github.com/AttwellLab/Microglia.

### Western blotting

Freshly isolated cells were lysed on ice in cold radioimmunoprecipitation assay lysis buffer containing 50 mM tris, 150 mM NaCl, 1 mM EDTA, 1% IGEPAL CA-630, and 0.50% Na^+^ deoxycholate supplemented with protease inhibitor (Roche). Protein concentrations were determined using the bicinchoninic acid protein assay kit (Thermo Fisher Scientific). Equal protein amounts (10 μg of protein, diluted in Laemmli buffer with 5% β-mercaptoethanol and heated for 4 min at 95°C) were used for SDS–polyacrylamide gel electrophoresis (SDS-PAGE; 12% SDS-PAGE gel). Gels were transferred to a polyvinylidene difluoride membrane and blocked for 2 hours with a blocking buffer (tris-buffered saline with 0.1% Tween-20 containing 5% skimmed milk). The custom mouse monoclonal 2B3 anti-DISC1 antibody raised against 594 to 852 amino acids of mouse DISC1 [1:500; (*39*)] was subsequently incubated overnight at 4°C, followed by washing steps and incubation with a horseradish peroxidase–conjugated secondary antibody for 1 hour. All antibodies were diluted in blocking buffer, and incubations were at room temperature unless stated otherwise. Proteins were visualized using the enhanced chemiluminescence system (Pierce ECL Western Blotting Substrate, Thermo Fisher Scientific) and ImageQuant LAS 4000. Homogenous loading was checked using β-actin (Sigma-Aldrich). Quantification was performed using Fiji software (*63*).

### Quantitative PCR

Cells were lysed using QIAzol reagent (QIAGEN), and mRNA was isolated using the RNeasy mini kit (QIAGEN), according to the manufacturer’s instructions. cDNA was synthesized using the qScript cDNA synthesis kit (Quanta Biosciences), according to the manufacturer’s instructions. Primer sequences (5′-3′) against mouse transcripts are *C1qa*, CTGAAGATGTCTGCCGAGCA [forward (FW)], and *C1qa*, GCTCCTGGCTCCCCTCTC [reverse (REV)]; *C1qb*, GGATAAAGGGGGAGAAAGGGCT (FW), and *C1qb*, TTAGGGCCAACTTTGCCTGGAG (REV); *C1qc*, CCAAGGGAGAGCCAGGAATC (FW), and *C1qc*, ATTTTTCCCACGGTGGCCA (REV); *Cyca* (housekeeping gene), GCGTCTCCTTCGAGCTGTT (FW), and *Cyca*, AAGTCACCACCCTGGCA (REV); and *Tbp* (housekeeping gene), ATGGTGTGCACAGGAGCCAAG (FW), and *Tbp*, TCATAGCTACTGAACTGCTG (REV). qPCR was performed on a QuantStudio3 detection system (Applied Biosystems). Data were analyzed using the ΔΔCt method.

### Single-cell RNA-seq

Processing and tissue collection were performed as previously described (*74*), using the Act-Seq method (*75*) to limit dissociation-induced gene expression. Briefly, the brains of 23-week-old homozygous mutated (*Disc1^LI/LI^*) and WT (*Disc1^WT/WT^*) littermate controls (*n* = 6 per group) were pooled, cut into small pieces with a scalpel, and then incubated with enzyme mix [deoxyribonuclease I (30 U/ml), Roche; collagenase type I (10 U/ml; Worthington), and collagenase type IV (400 U/ml; Worthington) diluted in 1× Hanks’ balanced salt solution (HBSS, Gibco)], containing 15 μM Actinomycin D at 11°C for 40 min. Every 10 min, the solution was cut and resuspended to ensure full dissociation of the tissue. Subsequently, the solution was resuspended, filtered twice over a 100-μm nylon filter, and centrifuged at 400*g* for 10 min. The pellet was resuspended in 5 ml of 70% standard isotonic Percoll (SIP; GE Healthcare), diluted in 1× HBSS, and gently overlaid with 5 ml of 30% SIP, followed by a 5-ml layer of 30% SIP, forming a three-layered density gradient (centrifuged at 650*g* at 4°C for 30 min without acceleration or braking). All gradient buffers contained 3 μM ActD. The cell cloud at the 70/30% interphase was collected, centrifuged, and resuspended in staining buffer (2 mM EDTA and 2% FBS in 1× HBSS). Subsequently, cells were incubated with anti-mouse CD16/CD32 (clone 2.4G2), anti-CD45 Pacific Blue (clone 30-F11, BioLegend), and CD11bAF647 (clone M1/70, BioLegend) for 20 min on ice. CD45^low^CD11b^+^ immune cells were sorted into 100% FBS using a BD FACSARIA II with a sorting nozzle of 85 μm. Cellular suspensions were loaded on a Chromium Chip B (10x Genomics, no.1000074) or Chip G (10x Genomics, no. 2000177) on a GemCode Single Cell Instrument (10x Genomics) to generate single-cell gel beads-in-emulsion (GEM). GEMs and scRNA-seq libraries were prepared using the GemCode Single Cell 3′ Gel Bead and Library Kit (v3 and v3.1, 10x Genomics, no. 1000075) and the Chromium i7 Multiplex Kit (10x Genomics, no. 120262) according to the manufacturer’s instructions.

Sequencing libraries were loaded on an Illumina HiSeq 4000 flow cell with sequencing settings following the recommendations of 10x Genomics. The Cell Ranger pipeline (10x Genomics) was used to perform sample demultiplexing and to generate FASTQ files for read 0, read 2, and the i7 sample index. Read 2, containing the cDNA, was mapped to the reference genome (mouse mm10) using STAR. Subsequent barcode processing, unique molecular identifiers filtering, and single-cell 3′ gene counting were performed using the Cell Ranger suite and Seurat v.3.0.1. The total number of cells across all libraries was 8112 cells. 

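The 2 deposited matrices held 14849 cells after the filter used here, of which 8066 were in the microglia-like cluster.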

The filtered matrices were processed using the Seurat integration workflow (*76*). The SCTransform function was used to normalize counts based on read depth, and the 2000 most variable features per sample were identified for integration with corrected counts. Integration anchors between matrices were identified using reciprocal principal components analysis (PCA), and genes for integration were ranked by their presence in the matrices. Subsequent dimensionality reduction used preprocessed genes and values, while raw and normalized counts were maintained for subsequent testing for differential expression. Dimensionality reduction was performed using PCA, resulting in 25 principal components. An elbow plot confirmed that these 25 principal components contained the major sources of variation in the dataset. These components were then used as input for uniform manifold approximation and projection (UMAP) dimensionality reduction. For each identified cluster, DEGs were calculated by comparing gene expression within the cluster to all other clusters. The statistical workflow for differential expression followed Seurat’s implementation of the Wilcoxon signed-rank test. DEGs were deemed significant if the Bonferroni-adjusted *P* value was less than 0.05 and the natural log fold change was below −0.25 or above 0.25. To investigate the differential regulation of biological pathways in each cluster, DEGs exceeding the significance threshold were exported to IPA (Qiagen) for a comprehensive core and comparative analysis.

### Statistical analysis

Statistical analysis and graphs were produced using Prism 9 (GraphPad Software, USA). Data distributions were assessed for normality (Shapiro-Wilk), and parametric or nonparametric two-tailed tests were applied accordingly. Nonparametric tests were applied when the data distribution of one or more groups was non-Gaussian. Figure legends include details on sample sizes, statistical analysis, and representation. *P* values smaller than 0.05 were considered significant.

# Supplementary material for: Cytoskeletal control in adult microglia is essential to restore neurodevelopmental synaptic and cognitive deficits
**Source:** Sci Adv. 2025 Aug 29;11(35):eadw0128. doi: 10.1126/sciadv.adw0128
**Supplement:** Supplementary file 1 — Figs. S1 to S6

Supplementary Materials for  
**Cytoskeletal control in adult microglia is essential to restore  
neurodevelopmental synaptic and cognitive deficits**

Sofie Kessels *et al.*

*Sci. Adv.* **11**, eadw0128 (2025)  
DOI: 10.1126/sciadv.adw0128

**This PDF file includes:**

Figs. S1 to S6

# Supplementary Figures and Figure Captions (Fig. S1 – Fig. S6)

| FIGURE NUMBER | TITLE                                                                                                                                                       | Page |
|---------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------|------|
| FIGURE S1     | Characterization of clusters in scRNAseq analysis.                                                                                                          | 2    |
| FIGURE S2     | Gene expression patterns associated with the complement cascade, phagosome formation, and actin cytoskeleton signaling across distinct microglial clusters. | 3    |
| FIGURE S3     | <i>Cd55</i> is abundant in a specific group of microglia absent in <i>Disc1</i> LI mice.                                                                    | 4    |
| FIGURE S4     | Microglial surveillance is impaired in <i>Disc1</i> LI microglia <i>in vitro</i> .                                                                          | 5    |
| FIGURE S5     | Behavioral phenotype of constitutive and chimeric <i>Disc1</i> locus impairment mice.                                                                       | 6-7  |
| FIGURE S6     | Synaptic transmission to dorsal hippocampal pyramidal neurons is impaired in <i>Disc1</i> locus impairment mice.                                            | 8-9  |

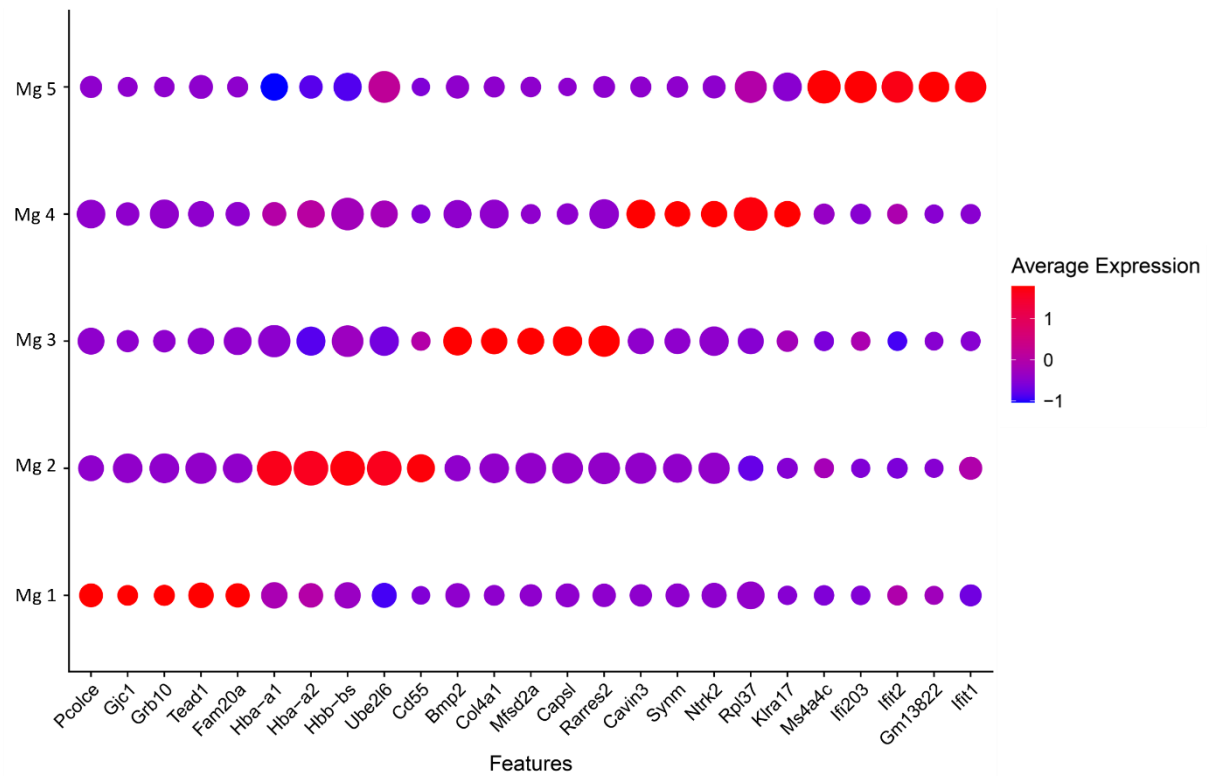

**FIGURE S1 | Characterization of clusters in scRNAseq analysis.** Microglial clusters are displayed in rows, with columns representing the most differently expressed genes for each cluster. Dot size indicates the fraction of cells in a cluster where the gene was detected, and the dot color reflects the mean expression  $z$ -score for the cells belonging to that cluster.

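Several genes shown for these clusters had few UMIs in the microglia-like cells of both libraries. For Mg1, *Pcolce* had 4 UMIs in *Disc1 WT/WT* and 1 in *Disc1 LI/LI*, *Fam20a* 2 and 1, and *Tead1* 0 and 4. For Mg2, *Hbb-bs* had 34 and 74 UMIs, in 0.560% of *Disc1 WT/WT* cells (0.388 to 0.782) and 2.95% of *Disc1 LI/LI* cells (2.26 to 3.79), against 1.67% (0.202 to 5.89) and 4.19% (3.55 to 4.90) of neutrophil-like cells, which should lack hemoglobin and had median depths of 4532.5 and 4026.5 UMIs, against 4236 and 3721 in microglia-like cells. The shares in microglia-like cells were not above those in neutrophil-like cells and are read as background. For Mg5, *Ifit2* had 70 and 67 UMIs, a log2 ratio of 1.74 (1.23 to 2.24), and in *Disc1 LI/LI* its 8.24 CPM in microglia-like cells was close to the 8.26 CPM of all cells. *Ifi203* had 10 and 31 UMIs, and in *Disc1 LI/LI* its 3.81 CPM in microglia-like cells lay far below the 77.4 CPM of all cells, so that no direction is read from it.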

### Actin cytoskeleton signaling

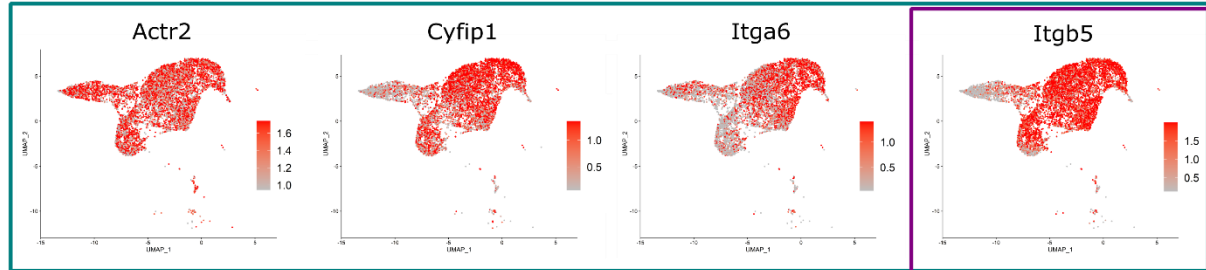

### Phagosome formation

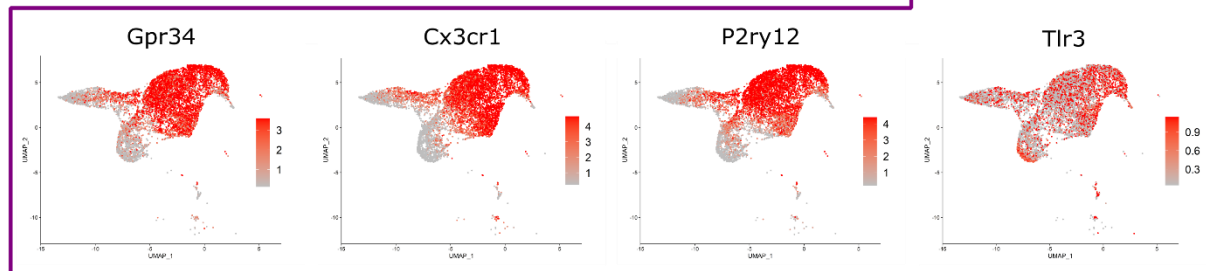

### Complement cascade

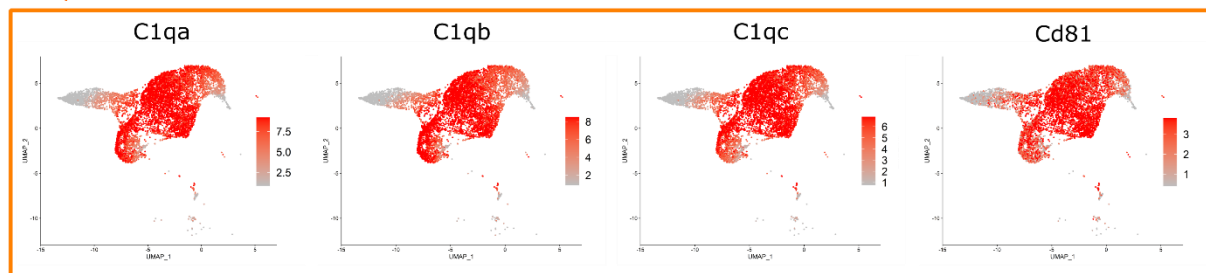

**FIGURE S2 | Gene expression patterns associated with the complement cascade, phagosome formation, and actin cytoskeleton signaling across distinct microglial clusters. UMAP visualization of genes enriched in pathways related to actin cytoskeleton signaling, phagosome formation, and complement cascade shows their distribution across all clusters.**

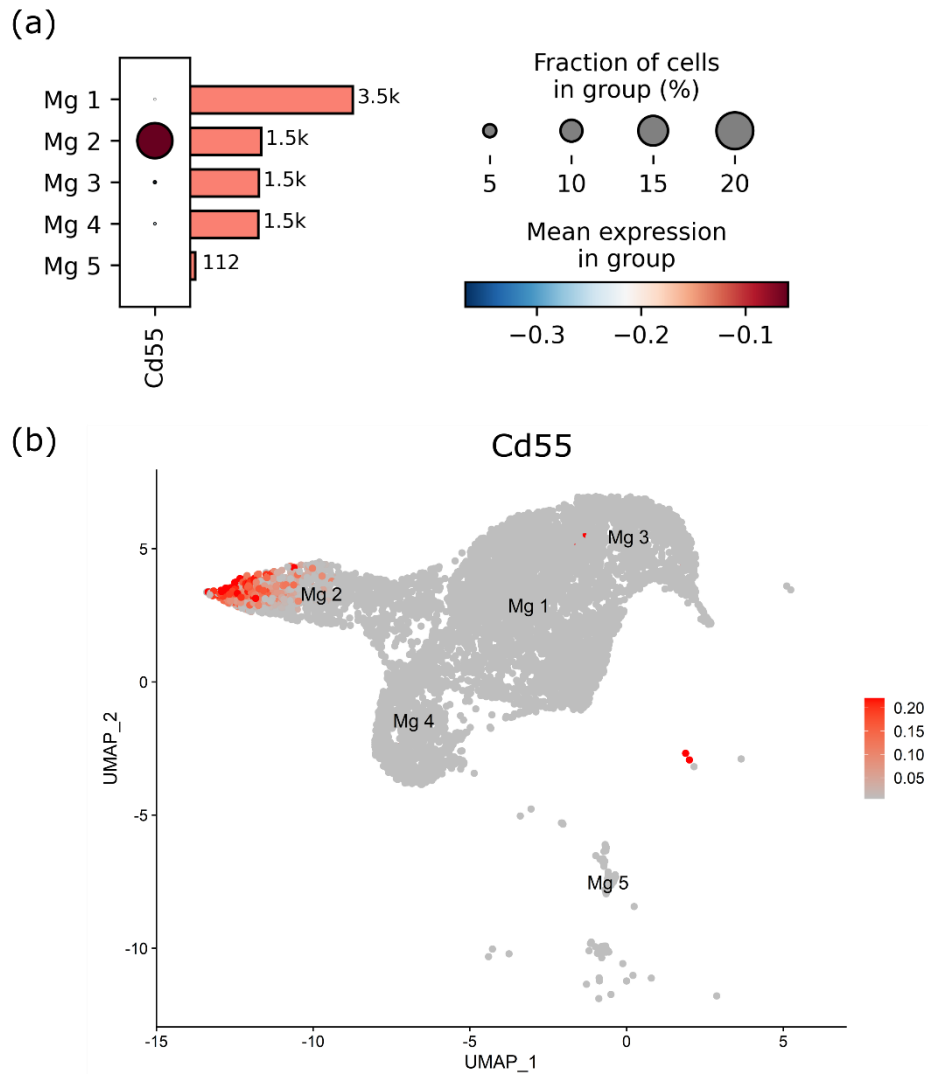

**FIGURE S3 | *Cd55* is abundant in a specific group of microglia absent in *Disc1* LI mice.** (a) A distribution plot illustrates the high expression of *Cd55* by the Mg2 cluster. The size of each dot corresponds to the fraction of cells in a given cluster where the gene was detected, and the color of the dot represents the mean expression z-score for the cells belonging to that cluster. (b) UMAP visualization of *Cd55* distribution across all clusters.

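Summed over clusters of all cells, *Cd55* had 71.2 CPM (52.3 to 94.7) in *Disc1 WT/WT* and 45.9 (43.0 to 49.0) in *Disc1 LI/LI* cells of the neutrophil-like cluster. It had 0.0705 (0.00854 to 0.255) and 0.615 (0.200 to 1.43) in the microglia-like cluster. In all cells, its 138 UMIs in *Disc1 WT/WT* and 1138 in *Disc1 LI/LI* gave a log2 ratio of 2.54 (2.28 to 2.80).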

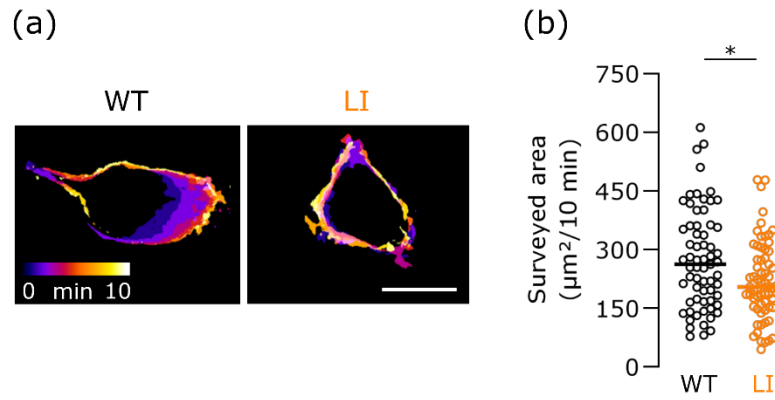

**FIGURE S4 | Microglial surveillance is impaired in *Disc1* LI microglia *in vitro*.** (a) Representative images of cultured *Disc1*<sup>WT/WT</sup> and *Disc1*<sup>LI/LI</sup> microglia incubated with a CellMask plasma membrane stain. Images taken 1 minute apart are overlaid with different colors. Scale bar, 10 μm. (b) Total surveyed area in 10 min of *Disc1*<sup>WT/WT</sup> and *Disc1*<sup>LI/LI</sup> primary microglia (P = 0.0190, n = 65 per genotype). Data points represent individual microglia. Horizontal bars indicate the median. Shapiro-Wilk test followed by the two-tailed Mann-Whitney U test. \* P < 0.05

## Full wild-type (WT) vs full *Disc1* locus impairment (LI)

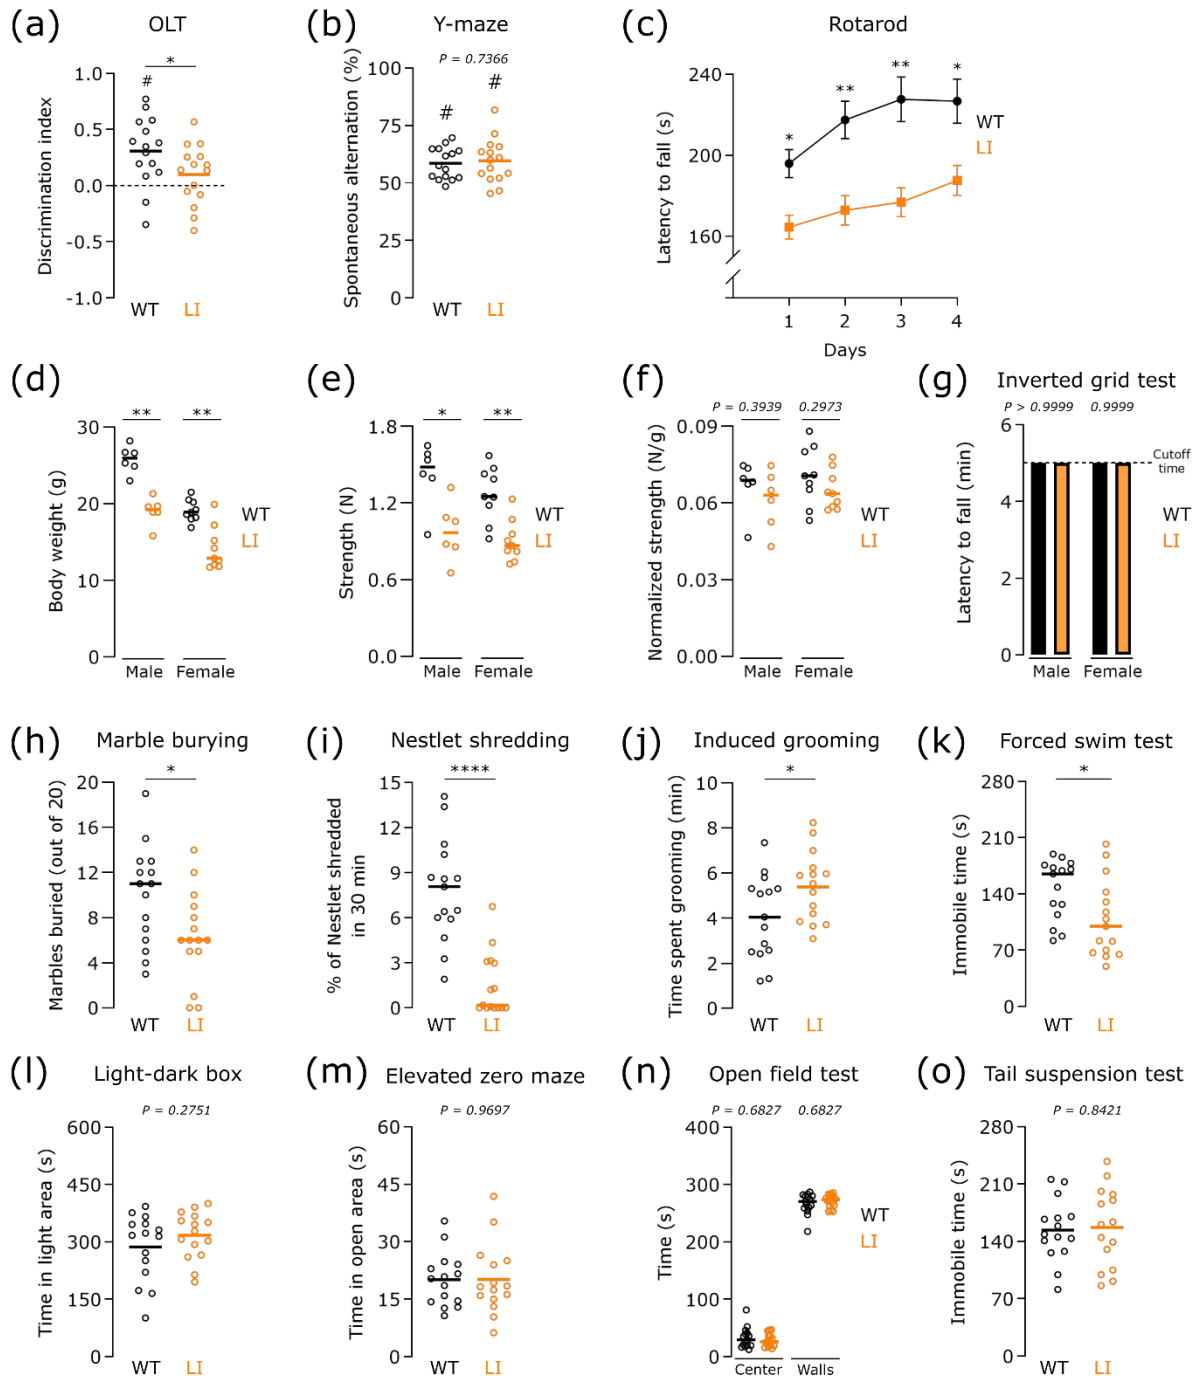

## Bone marrow transplantation: Donor → Recipient

WT → WT    LI → LI    LI → WT    WT → LI

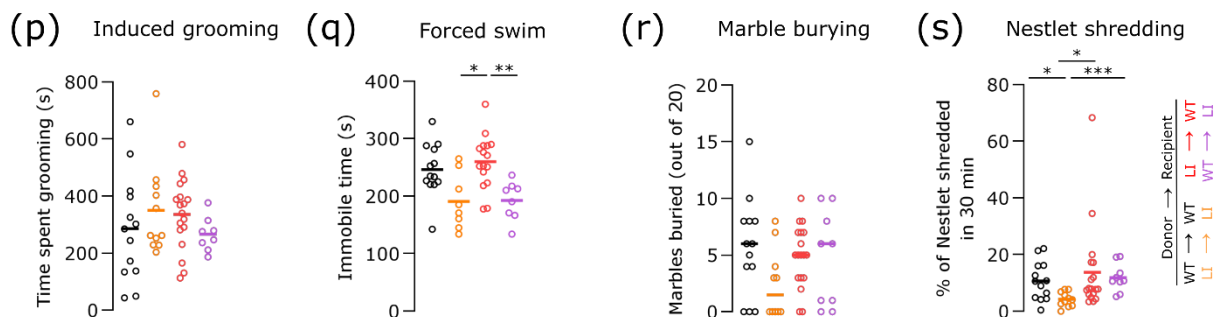

**FIGURE S5 | Behavioral phenotype of constitutive and chimeric *Disc1* locus impairment mice.**

(a) Object location test ( $P = 0.0408$ ) (# = significantly different from zero in the one-sample t-test). (b) Y-maze alternations (# = significantly different from 50% in the one-sample t-test). (c) Latency to fall from the rotarod during the first day of motor learning ( $P = 0.0267$ ), and a steeper learning curve for *Disc1*<sup>WT/WT</sup> than for *Disc1*<sup>LI/LI</sup> mice ( $P = 0.0033$ ,  $0.0030$ , and  $0.0267$  on day 2, 3, and 4, respectively). Data points represent mean  $\pm$  SEM. Two-way repeated measures ANOVA with Sidak's multiple comparisons test. (d) Body weight (male:  $P = 0.002165$ , female:  $P = 0.001851$ ). (e) Total muscle strength (male:  $P = 0.015152$ , female:  $P = 0.001234$ ). (f) Strength normalized to body weight. (g) Inverted grid test. (h) Marble burying test ( $P = 0.0457$ ). (i) Nestlet shredding test ( $P < 0.0001$ ). (j) Water spray-induced grooming ( $P = 0.0396$ ). (k) Immobility duration in the forced swim test ( $P = 0.0262$ ). No difference between genotypes in (l) the light-dark transition box, (m) the elevated zero maze, (n) the open field test, (o) the tail suspension test, (p) water spray-induced grooming. (q) The elicited immobility duration in the forced swim test is dependent on the acceptor's *Disc1* genotype. (r) No difference in marble burying between groups. (s) Nestlet shredding is significantly higher for all groups compared to LI→LI mice. (a-s) Data points represent individual animals unless stated otherwise. (a-b, k-m, o) Horizontal bars indicate the mean. Shapiro-Wilk test followed by an unpaired two-tailed t-test. (d-j, n) Horizontal bars indicate the median. Shapiro-Wilk test followed by multiple two-tailed Mann-Whitney *U* test. (p-s) Horizontal bars indicate the median. Kruskal-Wallis with Dunn's multiple comparison test. \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$

## Bone marrow transplantation

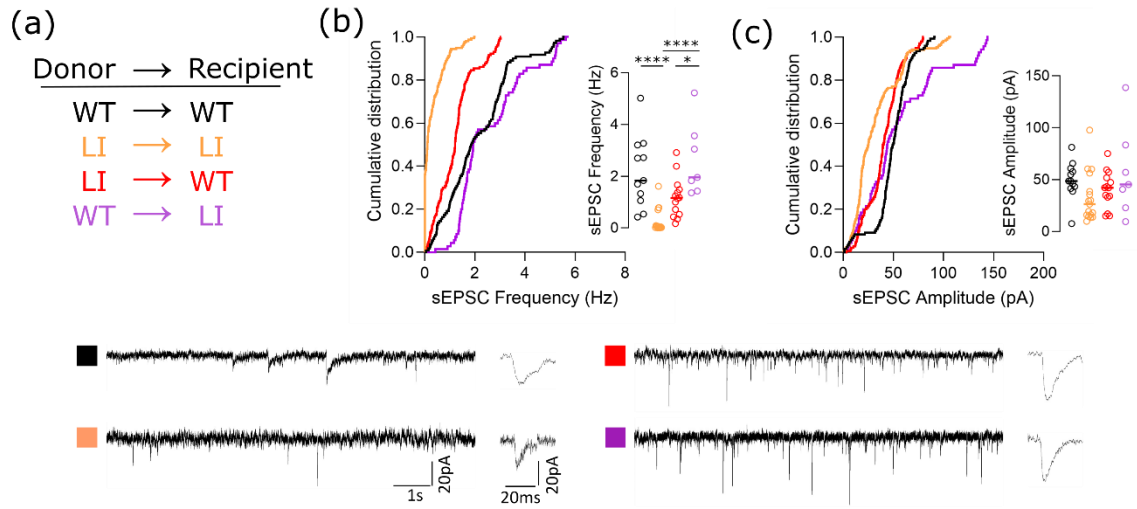

## Full wild-type (WT) vs full *Disc1* locus impairment (LI)

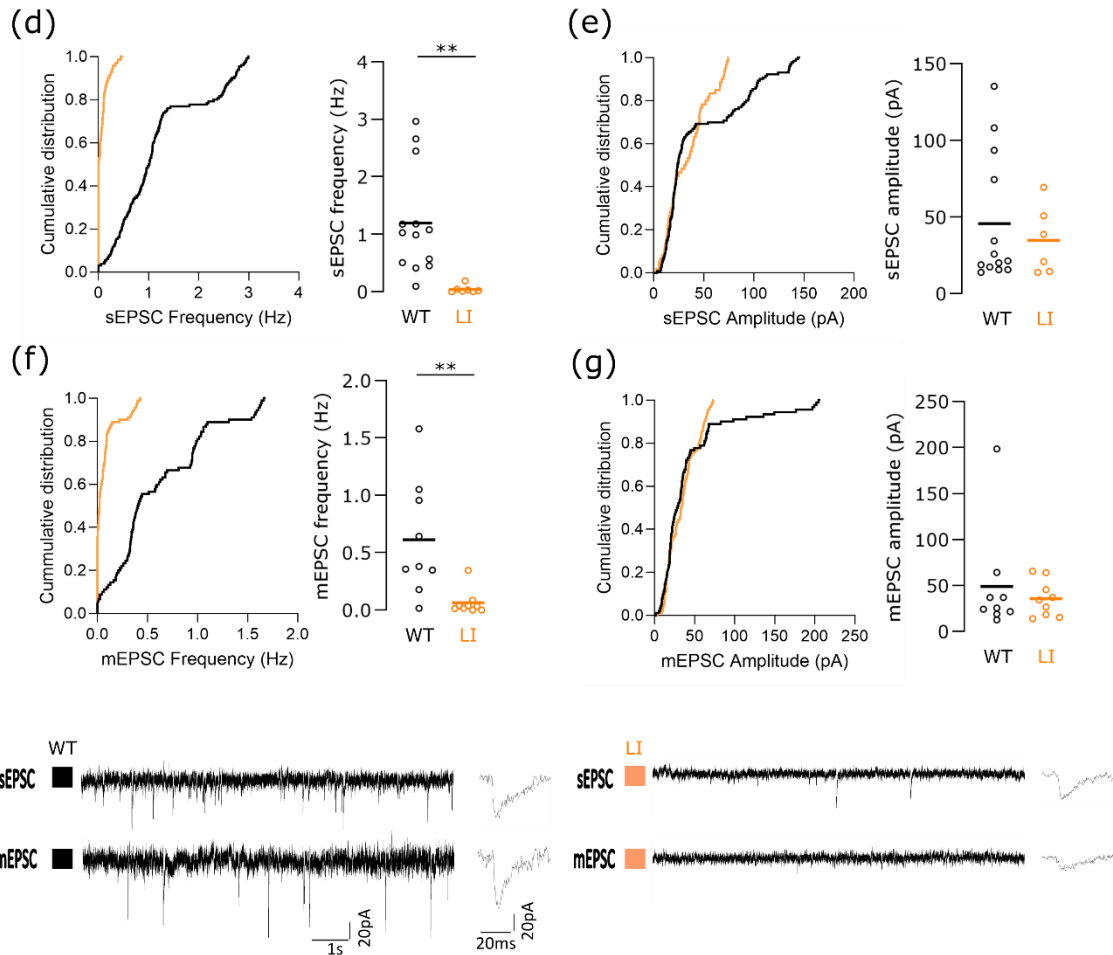

**FIGURE S6 | Synaptic transmission to dorsal hippocampal pyramidal neurons is impaired in**

***Disc1* locus impairment mice.** (a) Illustration of utilized chimeric groups. Representative current

recordings of sEPSCs with an enlarged view of a single synaptic event per condition are shown.

Cumulative distribution and quantitative analysis of (b) the frequency and (c) the amplitude of sEPSC

of dorsal pyramidal CA1 neurons clamped at -70 mV suggests significantly decreased neuronal

transmission in the dorsal hippocampus of LI → LI mice compared to WT → WT mice (Cum Prob P

= <0.0001; Insert P = <0.0001) and compared to *Disc1*<sup>LI/LI</sup> mice receiving *Disc1*<sup>WT/WT</sup> bone marrow

(WT→LI) (Cum Prob P = <0.0001; Insert P = 0.0006). One-way ANOVA with Tukey's multiple

comparisons test (n = 7-17, 5-6 mice). In 23-week-old full *Disc1*<sup>LI/LI</sup> mice, cumulative probabilities

and quantitative analysis of (d) the frequency of sEPSC and (f) mEPSC of dorsal pyramidal CA1

neurons clamped at -70 mV shows decreased hippocampal transmission (sEPSC: Cum Prob P =

<0.0001, Insert P = 0.0042; mEPSC: Cum Prob P = 0.0006, Insert = P 0.0052). (n = 7-17 cells; 5-6

mice). Cumulative probabilities and quantitative analysis of (e) the amplitude of sEPSC and (g)

mEPSC measurements of dorsal pyramidal CA1 neurons from 23-week-old full *Disc1*<sup>LI/LI</sup> mice

clamped at -70 mV show no significant differences (n = 6-13, 5-6 mice). (b-g) Data points represent

individual cells. Horizontal bars indicate the median. (d-g) Student's *t*-tests. \* P < 0.05, \*\* P < 0.01,

\*\*\*\* P < 0.0001

How the deposited data were processed for this re-analysis (not part of the article)

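Single-cell RNA sequencing of sorted brain cells from 6 pooled *Disc1 WT/WT* and 6 pooled *Disc1 LI/LI* mice of 23 weeks was analysed, with 1 library per genotype. The authors counted UMIs per gene and barcode with Cell Ranger 6.1.2 on mm10, with STAR as the aligner, and deposited these counts for 32285 genes without normalization. Both libraries were mapped to their genotype from the sample labels and the paper's methods, and the *Disc1* count was checked in each. The labels and the paper's text leave open which of 2 droplet chips was used for each library.

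From the counts, cells with fewer than 200 genes or more than 10% mitochondrial UMIs were left out. Each library was normalized with SCTransform (Seurat 5.3.0, sctransform 0.4.2, R 4.3.3; the study used an earlier Seurat), 2000 variable features were chosen, and the libraries were integrated by reciprocal PCA with 25 principal components and clustered by the Louvain method. The paper's text does not state a resolution, so the lowest in steps of 0.05 that gave at least 5 clusters of at least 50 cells was taken. The markers of 18 cell types, the 12 gene lists, the rule for the genes named, the cell filter and the alternatives, apart from those said to be added, were set before the data were examined, and the rule for naming clusters was not. All 3 naming rules tried were set after the clusters were seen. Each required at least 3 markers, detected in at least 10% of the cluster's cells, and no more markers of another type than of its own among the 10 leading genes. The first counted markers at least 4-fold above all other cells. The second counted markers above all other cells and required no fewer of a type's markers above than not above. The third, used here, also left unnamed any cluster in which another type met the same requirement. The microglia-like cells of the main clustering were identical under all 3 rules. At 12 clusters, the first rule left out of the microglia-like cells a cluster with 22.0% of *Disc1 WT/WT* and 3.13% of *Disc1 LI/LI* cells. The unnamed clusters are given with their shares beside the clusters. Doublets were not removed, since the methods describe no such step. Scrublet (scanpy 1.11.5) called 1 of 7032 *Disc1 WT/WT* cells and 335 of 7817 *Disc1 LI/LI* cells. Its calls in *Disc1 WT/WT* were too few to be used, so leaving out the 5% of cells with the highest scores was added instead, after the calls were seen.

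Expression was summed over cells of a library and divided by the summed UMIs of the same cells, in all cells and in microglia-like cells. The log2 ratio of these values has a 95% Clopper-Pearson interval for counting error only. With 1 library per genotype no test was made, and the Wilcoxon test of the study was not repeated, since cells are not replicates. Shares of cells have exact binomial intervals. A gene with 0 counts in a library is compared through a floor of 3 counts. Genes are named in the text if the paper names them for these data or shows them in Fig. 3 or fig. S1, or if they are among the 5 highest or 5 lowest ratios of genes with at least 50 CPM in at least 1 library. *Malat1*, *Csf3r*, *Xist* and *Ddx3y* fall outside this rule and were chosen after their values were seen. The gene lists cover the ARP2/3 complex, the formin-associated genes of the paper, the formin family, the WAVE and Rac pathway, complement, phagosome and engulfment, homeostatic microglia, hemoglobin, immediate early, interferon, disease-associated microglia and sex-linked genes. A list's median log2 ratio was computed with 0.5 counts added, over genes with at least 10 UMIs, and placed among 10000 random lists matched on expression and not on gene length. Gene length and coordinates came from the GENCODE annotation of mm10, matched by identifier for 32235 genes.

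The alternatives were other cell filters, no filter, TMM scaling (edgeR 4.0.16), totals without hemoglobin and mitochondrial genes, the mean over cells of each cell's CPM, cells thinned to 1000 UMIs, clustering without integration (leidenalg 0.10.2), at least 10 clusters, classing each cell on its own (microglia-like with UMIs of at least 3 microglia markers and under 1% of UMIs from hemoglobin genes, erythroid-like with at least 10%), and clustering without the named genes. Added after the data were examined were at least 10 clusters with the first naming rule, the highest Scrublet scores left out and microglia-like cells clustered alone. The ratios and list percentiles were tested on simulated data for *Disc1 LI/LI* over *Disc1 WT/WT* in microglia-like cells. The simulated counts were Poisson draws from the *Disc1 WT/WT* means of genes with at least 50 CPM. They held no length trend, no free RNA and no variation between mice. Over 3426 genes, of which 200 were changed by known folds, 94.7% of the intervals held the simulated ratio. The median absolute error of the log2 ratio was 0.034. This checks the calculation under counting error only, and not the effects left out of the simulation. Further tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.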

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

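The test of swapped labels with *Disc1* was chosen only after the result was seen.

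Cells other than microglia make up most of the deposited *Disc1 LI/LI* library, which the paper does not report on. Neutrophil-like cells were 45.2% of the *Disc1 LI/LI* cells, against 1.71% of *Disc1 WT/WT* cells, and 74.5% of the *Disc1 LI/LI* cells lay outside the microglia-like cluster. The 5 genes with the highest ratios in all cells were *Igha*, *Ighg1*, *Jchain*, *Ighg2b* and *Mpo*. *Ighg1* had 0 UMIs in *Disc1 WT/WT* and 5650 in *Disc1 LI/LI*, about 1327-fold above a floor of 3 counts. The lower limit of its log2 ratio was 10.07. The 5 lowest were *Ttr*, *Dab2*, *Naalad2*, *Csmd3* and *Tjp1*, with *Ttr* at -4.08.

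Swapped labels were argued against by *Disc1*, whose log2 ratio in microglia-like cells was -3.13, lower in the library labelled *Disc1 LI/LI*. Doublets of microglia and other cells were argued against as the whole source of the neutrophil-like cells, since 15.6% of these in *Disc1 LI/LI* held UMIs of at least 3 microglia markers. When each cell was classed on its own, 1268 of 2038 *Disc1 LI/LI* cells of cluster 3 were microglia-like. In clusters 4 and 5 these were 74 of 156 and 19 of 90, so doublets stay open outside the neutrophil-like cluster. At the resolution that gave at least 10 clusters, a cluster led by *Ctsg*, *Mpo* and *Elane* held 45 *Disc1 WT/WT* and 500 *Disc1 LI/LI* cells. Another, led by *Fcnb*, *Orm1* and *Camp*, held 2 and 173. In both, all 7 cycling-cell markers were above the other cells. A neutrophil-like cluster of 43 and 1932 cells had at most 2 markers of any other type above. Cells with cycling markers were thus a part of the excess. A difference in the sort, in blood left in the vessels or in other tissue taken with the brain remains open. So do a difference in the chip of each library and a difference between the genotypes. With 1 pool of mice per genotype, these were not tested.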

How the results depend on the processing

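The alternatives with the 4-fold naming rule, with the highest Scrublet scores left out and with microglia-like cells clustered alone were chosen only after the results were seen. No paired analysis was possible because there is 1 pooled library per genotype.

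Of 42 results 15 moved with at least 10 clusters and the 4-fold rule, and of 88 results 14 moved with the highest Scrublet scores left out. The limit of at most 5% mitochondrial UMIs and totals without hemoglobin and mitochondrial genes moved none of 88 and 70 results beyond its counting interval. Of 88 results 1 moved with at least 500 genes, of 39 results 1 moved without a cell filter, of 45 results 1 moved with at least 10 clusters and 1 with clustering without the named genes, and none of these reversed. Without integration, 4 of 45 moved, among them the complement list in microglia-like cells to 0.14. The cause was not tested. The formin-associated list stayed below 0 and the microglia-like share of *Disc1 LI/LI* stayed below that of *Disc1 WT/WT* under each alternative run.

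Classing each cell on its own moved 31 of 45 results and reversed 8. In microglia-like cells the reversed log2 ratios were -0.97 for *C1qa*, -0.95 for *C1qb*, -1.07 for *C1qc*, -1.13 for *Cd81*, 0.65 for *Actr3* and -1.23 for *Itgb5*, and the list medians were -1.03 for complement and -0.23 for disease-associated microglia genes. The ARP2/3 list moved to 0.45, the formin-associated list to -1.46, the phagosome list to -1.15 and the homeostatic list to -1.44. The microglia-like share became 97.0% of *Disc1 WT/WT* and 49.9% of *Disc1 LI/LI* cells, and the erythroid-like share of *Disc1 LI/LI* 0.141%. In *Disc1 LI/LI* the medians became 5062 UMIs, 1852 genes and 591 genes after thinning, and in *Disc1 WT/WT* 659 genes after thinning. By construction this rule takes in any cell with UMIs of 3 markers, and 1912 of its 3899 *Disc1 LI/LI* cells lay outside the microglia-like cluster, 551 of them in the neutrophil-like cluster and 1268 in cluster 3.

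Under TMM scaling, which raised all ratios in microglia-like cells by 0.13, 52 of 70 results moved and 3 reversed, to 0.011 for *Pdgfb*, 0.039 for the homeostatic list and, in all cells, 0.42 for the disease-associated list, from -0.33. The ARP2/3 list moved to 0.23 and the phagosome list to -0.15. The disease-associated list in all cells also reversed with cells thinned, to 0.26, and with the mean over cells, to 0.24. The cause was not tested. Thinning moved 38 of 68 results and the mean over cells 29 of 70.

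With at least 1000 genes per cell, 32 of 88 results moved. The microglia-like share became 88.3% of *Disc1 WT/WT* and 32.2% of *Disc1 LI/LI* cells. In all cells the medians for *Disc1 WT/WT* became 4352 UMIs, 1963 genes and 660 after thinning, and for *Disc1 LI/LI* 5811, 1768 and 569. In microglia-like cells they became 4308 UMIs and 1969 genes for *Disc1 WT/WT*, and 3848, 1712 and 624 after thinning for *Disc1 LI/LI*. By construction this filter removes cells with few genes. With the highest 5% of Scrublet scores left out, the microglia-like share of *Disc1 LI/LI* became 26.7%, the *Disc1 WT/WT* medians 4180 UMIs and 1907 genes in all cells and 4188.5 and 1927 in microglia-like cells, and the *Disc1 LI/LI* medians in all cells 4374.5 and 1449. The cause was not tested. Removing the cells that Scrublet itself calls gave no values because its calls in *Disc1 WT/WT* were too few.

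The 3 naming rules gave the same microglia-like cells in the main clustering, without integration and without the named genes. At least 10 clusters with the 4-fold rule left out a microglia-like cluster, so that 63.5% of *Disc1 WT/WT* and 22.2% of *Disc1 LI/LI* cells remained, with medians of 1983 genes and 671 after thinning in *Disc1 WT/WT*, and 3845 UMIs, 1722 genes and 626 after thinning in *Disc1 LI/LI*. Depth limits *Rhoj*, *Diaph3* and *Cd55* in microglia-like cells, which had between 2 and 33 UMIs per library.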

Differences from the paper's values

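No alternative in this part was chosen only after the result was seen, apart from the naming of clusters that sets the microglia-like cells.

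The paper states 8112 cells across all libraries, which is the sum of its 6072 *Disc1 WT/WT* and 2040 *Disc1 LI/LI* microglia in the legend of Fig. 3A, and 14849 cells of all types were kept here. Over all cells, none of the alternatives set before the data were examined closed this gap, with 14872 cells without a filter and 12228 with at least 1000 genes. Over microglia alone the numbers were close to the paper's, with 6069 *Disc1 WT/WT* and 1997 *Disc1 LI/LI* microglia-like cells, 8066 in total.

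For microglia-like cells, the log2 ratios of 13 genes differed from the paper's by more than counting error and the 0.05 to which the figure was read, an allowance set after the values were seen. The figure was read as log2, while the paper's methods set a threshold on the natural log fold change. On a natural log scale the sizes of the gaps would differ, and the signs would not. On the log2 reading, TMM scaling gave 0.57 for *C1qa*, within the allowance of 0.05 of the paper's value. None of the other alternatives set before the data were examined closed the gap for *C1qa*, and none of them, TMM scaling included, closed it for the other 12 genes. For *C1qa* the paper's value is about 0.6 in Fig. 3C, read by eye, and 0.44 was found here. The paper's value for *C1qb* is about 0.7 in Fig. 3C, read by eye, against 0.45, for *C1qc* about 0.7 against 0.33 and for *Cd81* about 0.8 against 0.23. For *C5ar2* it is about 2.0 in Fig. 3C, read by eye, against 0.11, and for *Itgb5* about 0.7 against 0.15. The sign differed for the other genes. The paper's value in Fig. 3C, read by eye, is about 0.9 for *P2ry12* against -0.37 here, about 0.8 for *Gpr34* against -0.42, about 0.7 for *Cx3cr1* against -0.25 and about 0.7 for *Cyfip1* against -0.48. It is about 0.6 in Fig. 3C, read by eye, for *Tlr3* against -0.49, for *Pik3r1* against -0.36 and for *Pdgfb* against -0.12. Under TMM scaling *Pdgfb* was at 0.011, the sign of the paper's value but outside the allowance.

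The paper states higher formin-associated transcripts in *Disc1 LI/LI* cells, and *Fmn1*, *Diaph2* and *Arhgef12* were lower here, at -0.46, -0.81 and -0.71 in microglia-like cells. For *Diaph3* and *Rhoj*, at 0.46 and 2.39, the interval included no change. The paper states higher phagosome transcripts, and the median of the phagosome and engulfment list was -0.28. The paper states that ARP2/3 components are lower. *Actr2* and *Actr3* were lower, and the median over the complex was 0.093, with 5 of 9 genes higher. The paper states that a cluster of *Disc1 WT/WT* microglia with high *Cd55* is absent in *Disc1 LI/LI* mice, and *Cd55* UMIs were found in 0.0330% of *Disc1 WT/WT* and 0.250% of *Disc1 LI/LI* microglia-like cells. The paper states that *C1qa*, *C1qb* and *C1qc* are higher in *Disc1 LI/LI* microglia, and *Cd81* and *C5ar2* are higher in Fig. 3C, read by eye. In all cells, on which the paper makes no statement, the log2 ratios of these 5 genes were -1.72, -1.71, -1.81, -1.83 and -1.27. *Actr3* was higher in all cells, at 0.78, where the mix of cell types differs between the libraries. In all cells *Diaph3* was higher, at 1.17 (0.89 to 1.46), and *Rhoj*, at 0.41 (-0.45 to 1.32), included no change. All cells held 138 *Diaph3* UMIs in *Disc1 WT/WT* and 441 in *Disc1 LI/LI*, of which 33 and 13 lay in microglia-like cells. The rise of *Diaph3* in all cells is therefore not set beside the paper's statement on microglia. TMM scaling raises ratios in all cells, so whether the *Rhoj* interval includes no change depends on the scaling. The paper states higher *Cyfip1*, and -0.48 was found in microglia-like cells and -2.22 in all cells.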

Other observations

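The tests of neutrophil RNA on the lower genes, of the loss of marker transcripts, of *Cd55* before filtering, of *Malat1* and of the length of *Actr3* were chosen only after the results were seen, and the tests of *Actr2*, of C1q and of the other causes of the length trend only after that trend was seen.

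In microglia-like cells the log2 ratio fell with gene length. Across 3537 genes of one comparison, which are not independent replicates, Spearman's rho was -0.65, and -0.71 with the length of the longest transcript. Of the 885 shortest genes, up to 9104 bases, 78.3% were higher in *Disc1 LI/LI*, and of the 884 longest, from 56581 bases, 7.47%. Depth was argued against, since rho was -0.62 with every cell thinned to 1000 UMIs. Cells with few genes were argued against, with a rho of -0.65 in cells of at least 1000 genes. RNA of neutrophil-like cells was argued against, since rho was -0.64 over the 3139 genes not higher in neutrophil-like cells. *Malat1*, a nuclear transcript, had a log2 ratio of -0.017 in microglia-like cells together. In the smaller of the 2 microglia-like clusters among 12, it had 19369 CPM in *Disc1 WT/WT* and 5055 in *Disc1 LI/LI*. In the larger it had 31501 and 30437. With microglia-like cells clustered alone, *Malat1* was higher in *Disc1 LI/LI* in clusters 1, 2 and 3, with 4398 and 5995 CPM in cluster 2. It was lower in cluster 4, with 57788 and 47658. Among the microglia-like cells with a *Malat1* UMI rho was -0.65, but 5762 of 6069 *Disc1 WT/WT* and 1846 of 1997 *Disc1 LI/LI* cells had one and a single UMI can be free RNA, so this decides nothing. On this 1 transcript, a loss of nuclei or of nuclear RNA from part of the *Disc1 LI/LI* cells cannot be told apart from the other explanations left open. A difference in handling or chemistry between the libraries and an effect of genotype remain open and cannot be separated with 1 library each.

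This trend bears on the genes of the paper. *Cyfip1*, *P2ry12* and *Cx3cr1* were no lower than most genes of like length, at the percentiles 55, 50.5 and 78.5, and neither was *Actr3*, at the percentile 70, so a length bias between the libraries is a candidate explanation of their lower ratios. *Actr2* was lower than most genes of like length, at the percentile 20.5 and a log2 ratio of -0.59 against their median of -0.38. It was not below the lowest 10% of them, so a length bias stays open for *Actr2* too. For *C1qa*, *C1qb* and *C1qc*, at the percentiles 90.5, 94 and 79, a length bias and a gene-specific rise cannot be told apart in these libraries. The reason is that *C1qc* did not lie as far above genes of like length as the other 2. The paper also reports these genes higher by qPCR in isolated *Disc1 LI/LI* microglia, and C1q higher by immunostaining. Those measures do not come from these libraries. Of the 17 genes compared, those farthest from genes of like length were *Itgb5* at the percentile 99, *Gpr34* at 7, *Tlr3* at 7.5, *C1qb* at 94 and *C1qa* at 90.5.

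Other technical explanations of the lower *Cyfip1*, *P2ry12* and *Cx3cr1* were tested. RNA of neutrophil-like cells would have had to reach 16.0% of the neutrophil level, and the median over 12 neutrophil markers was 1.07%, with 11 of the 12 under 3%. The exception, *Csf3r*, was at 52.6% in *Disc1 LI/LI* and 49.6% in *Disc1 WT/WT*. The ratio nearest 0 of the 3 genes was -0.18 with cells thinned, -0.23 with at least 1000 genes and -0.12 under TMM scaling, each still below 0. A loss of all microglia marker transcripts alike, relative to other transcripts of the same cells, was argued against by the 12 fixed markers. Their median log2 ratio was 0.10, with 7 higher and 5 lower. A loss of all transcripts of a cell alike cannot be seen in CPM. The length trend therefore stays open beside an effect of genotype.

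For *Cd55*, removal of the cells by the filter used here was argued against, since 1.12% of all *Disc1 WT/WT* barcodes held a *Cd55* UMI. No biological explanation was tested.

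The 5 highest genes in microglia-like cells were *Igkc*, *Chil3*, *Retnlg*, *S100a9* and *Lcn2*, of which 3 are among the neutrophil markers, and the 5 lowest *Gm42031*, *Hist1h1e*, *mt-Nd5*, *Ostm1* and *Zfp729b*. *Igkc* had a log2 ratio of 7.68 and *Gm42031* of -1.58. The median log2 ratio of the list was 1.37 for interferon genes (13 of 14 higher in *Disc1 LI/LI*), 0.41 for immediate early genes, 0.46 for disease-associated microglia genes and 2.74 for hemoglobin genes, at the percentiles 100, 100, 100 and 99.9 of random lists. Free RNA of other cells was not removed from these values. For the sex-linked genes the median was -0.53, at the percentile 7.33. *Xist* had 1 and 2 UMIs and *Ddx3y* 2735 and 607, so that Y-linked transcripts were found in both libraries.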
